# Beneficial Effect of a Selective Adenosine A_2A_ Receptor Antagonist in the APPswe/PS1dE9 Mouse Model of Alzheimer’s Disease

**DOI:** 10.3389/fnmol.2018.00235

**Published:** 2018-07-12

**Authors:** Emilie Faivre, Joana E. Coelho, Katja Zornbach, Enas Malik, Younis Baqi, Marion Schneider, Lucrezia Cellai, Kevin Carvalho, Shéhérazade Sebda, Martin Figeac, Sabiha Eddarkaoui, Raphaëlle Caillierez, Yijuang Chern, Michael Heneka, Nicolas Sergeant, Christa E. Müller, Annett Halle, Luc Buée, Luisa V. Lopes, David Blum

**Keywords:** Alzheimer’s disease, amyloid, adenosine receptor, A_2A_, memory

## Abstract

Consumption of caffeine, a non-selective adenosine A_2A_ receptor (A_2A_R) antagonist, reduces the risk of developing Alzheimer’s disease (AD) and mitigates both amyloid and Tau lesions in transgenic mouse models of the disease. While short-term treatment with A_2A_R antagonists have been shown to alleviate cognitive deficits in mouse models of amyloidogenesis, impact of a chronic and long-term treatment on the development of amyloid burden, associated neuroinflammation and memory deficits has never been assessed. In the present study, we have evaluated the effect of a 6-month treatment of APPsw/PS1dE9 mice with the potent and selective A_2A_R antagonist MSX-3 from 3 to 9-10 months of age. At completion of the treatment, we found that the MSX-3 treatment prevented the development of memory deficits in APP/PS1dE9 mice, without significantly altering hippocampal and cortical gene expressions. Interestingly, MSX-3 treatment led to a significant decrease of Aβ1-42 levels in the cortex of APP/PS1dE9 animals, while Aβ1-40 increased, thereby strongly affecting the Aβ1-42/Aβ1-40 ratio. Together, these data support the idea that A_2A_R blockade is of therapeutic value for AD.

## Introduction

Alzheimer’s disease (AD) is the most common neurodegenerative disorder in the elderly. AD is characterized by a progressive cognitive decline and neuropathologically defined by two hallmarks: extracellular deposits constisting of aggregated β-amyloid (Aβ) peptides and intraneuronal fibrillar aggregates of hyper- and abnormally phosphorylated Tau proteins (Masters et al., 1985; Duyckaerts et al., 2015). AD is dependent on various genetic and environmental factors (Reitz et al., 2011; Cuyvers and Sleegers, 2016). Among protective factors, several epidemiological studies have reported an inverse relation between caffeine intake, age-related cognitive impairments and the risk to develop AD later in life (for reviews see Flaten et al., 2014; Cunha, 2016). In accordance, we and others have shown that caffeine is beneficial towards memory impairments and pathology in transgenic mouse models of AD (Arendash et al., 2006, 2009; Cao et al., 2009; Laurent et al., 2014).

Beneficial effects of caffeine have been ascribed to its ability to block adenosine A_2A_ receptors (A_2A_Rs), a G protein-coupled receptor whose endogenous ligand is adenosine (Cunha, 2016). In line with a role of A_2A_Rs in AD, an association between a polymorphism of the ADORA2A gene with hippocampal volume in mild cognitive impairment and AD has been recently reported (Horgusluoglu-Moloch et al., 2017). Like caffeine, pharmacological and genetic A_2A_R blockade was found to reduce hippocampal pathology, neuroinflammation and memory deficits in a model of AD-like Tau pathology (Laurent et al., 2016). A_2A_R blockade or deletion was also found to counteract synaptotoxicity and memory deficits acutely induced by Aβ peptides (Dall’lgna et al., 2003, 2007; Canas et al., 2009). In line, recent data emphasize in transgenic models of amyloidogenesis (APP/PS1dE9 and hAPP-J20), that short-term treatments (from 1 to 3 weeks) with selective A_2A_R antagonists (SCH58260 i.p. or KW6002 p.o.) revert memory alterations (Viana da Silva et al., 2016; Orr et al., 2018; Silva et al., 2018). However, the impact of a long-term and chronic A_2A_R blockade on the development of amyloid pathology and associated memory impairment has not been investigated yet.

In the present study, we explored the outcomes of a chronic pharmacological blockade of A_2A_R in the APPswe/PS1dE9 transgenic mouse model, using the selective water-soluble antagonist MSX-3. Our data demonstrate that chronic MSX-3 treatment delivered from 3 to 9-10 months of age in APPsw/PS1dE9 mice improves spatial memory deficits and moderately reduces cortical amyloid load. These data support the notion that targeting A_2A_Rs is of therapeutic interest for AD.

## Materials and Methods

### Animals

In this study, we used heterozygous male APPswe/PS1dE9 (herein referred to as APP/PS1, C57Bl6/J background; Jankowsky et al., 2001) and littermates controls. All animals were maintained in standard cages under conventional laboratory conditions (12 h/12 h light/dark cycle, 22°C), with *ad libitum* access to food and water. Animals were maintained 5–6 per cage with genotype segregated with enrichment as the form of small cylinder “cocoon,” which offer the animal the possibility to fulfill their natural nesting instinct. The animals were used in compliance with European standards for the care and use of laboratory animals and experimental protocols approved by the local Animal Ethical Committee (agreement APAFIS#2264-2015101320441671 from CEEA75, Lille, France).

### MSX-3 Treatment

MSX-3 is a water-soluble prodrug of the potent and highly selective A_2A_R antagonist MSX-2 (Sauer et al., 2000), that crosses the blood-brain barrier (Collins et al., 2010). The drug was administered through drinking water at 0.3 g/L, a dose previously shown to provide benefit in Tau transgenic mice (Laurent et al., 2016). Chronic delivery at this dose achieved, in 10-month-old C57Bl6/J mice, plasma and brain concentrations of MSX-2 of about 13 nM and 50 nM, respectively (Supplementary Figure S1), compatible with A_2A_R blockade (MSX-2 K_i_ = ca. 8 nM). Animals randomized according to their body weight, were assigned to the four following experimental groups: WT/H_2_O, WT/MSX-3, APP/PS1/H_2_O and APP/PS1/MSX-3. The MSX-3 solution was kept in bottles protected from light and changed weekly. Treatment started at 3 months of age, when amyloid pathology begins and before memory impairments in APP/PS1 mice, and continued until 9–10 months of age, when mice exhibit cortical and hippocampal amyloid pathology and memory deficits. MSX-3 consumption was assessed throughout treatment for each experimental cage. In average, mice consumed 6.6 ± 0.6 ml of the MSX-3 solution per day, corresponding to an average daily intake of 2 mg of the antagonist.

### Anxiety Assessment Using Elevated Plus Maze

The elevated plus maze was used to investigate anxiety-related behavior. The apparatus consisted of a plus-shaped maze with two closed and two open arms (30 cm long × 6.5 cm wide). Mice were placed at the center of the maze with their face in the direction of a closed arm and were allowed to explore freely for 5 min. Distance moved, velocity and time spent in arms were recorded using the Ethovision XT tracking system (Noldus).

### Spatial Memory Assessment Using the Morris Water Maze Task

Spatial memory abilities were evaluated in the standard hidden platform (PF) acquisition and retention version of the Morris Water Maze as previously described (Laurent et al., 2016). A 100-cm circular pool was filled with water, opacified with non-toxic white paint and kept at 21°C. A 10-cm round PF was hidden 1 cm beneath the surface of the water at a fixed position. Four positions around the edge of the tank were arbitrarily designated 1, 2, 3 and 4, thus dividing the tank into four quadrants (clockwise): target (hidden-PF contained), adjacent 1, opposite and adjacent 2. During the learning procedure, each mouse was given four swimming trials per day (15 min inter-trial interval) for five consecutive days. The start position (1, 2, 3, or 4) was pseudo-randomized across trials. A trial consisted of placing the mouse into the water facing the outer edge of the pool in one of the virtual quadrants and allowing it to escape to the hidden PF. A trial terminated when the animal reached the PF where it was allowed to remain for 15 s. If the animal failed to find the target before 120 s, it was manually guided to the PF where it was allowed to stay for 15 s. After completion of a trial, mice were removed from the pool and placed back to their home cages. Distance traveled to locate the hidden escape PF (path length) and swimming speed (i.e., velocity, as a measure of possible motor defects that could interfere with their ability to perform in this task) were recorded using the Ethovision XT tracking system (Noldus). Seventy-two hours following the acquisition phase, a probe trial was conducted. During this probe trial (60 s), the PF was removed and search pattern of the mice was tracked again. Proportion of time spent in the target quadrant (T) vs. averaged non-target quadrants (O) was determined.

### Sacrifice and Brain Tissue Preparation

Sacrifice of animals took place in the afternoon. Mice were deeply anesthetized with pentobarbital sodium (50 mg/kg, i.p.), then transcardially perfused with cold NaCl (0.9%). Brains were removed and one half of the hemisphere were post-fixed in 4% paraformaldehyde fixative in PBS (pH 7.4) for a week at 4°C and transferred to 30% sucrose solution overnight before being frozen. Coronal brains sections (35 μm) were obtained using a Leica cryostat. Free-floating sections were selected according the stereological rules, with the first section taken at random and every ninth sections afterwards and were stored in PBS-azide (0.2%) at 4°C. Cortex and hippocampus of the other hemisphere were dissected using a coronal acrylic slicer (Delta Microscopies) at 4°C and stored at −80°C until use.

### Immunohistochemistry and Image Analysis

Antibodies used in this study are listed in Table 1. For Aβ immunohistochemistry (IHC), sections were pretreated with 80% formic acid for 3 min and were permeabilized with 0.2% Triton X-100/sodium phosphate buffer. Sections were then blocked with 10% “Mouse On Mouse” Kit serum (Vector Laboratories) for 1 h before incubation with mouse biotinylated anti-Aβ antibody (6E10) at 4°C overnight. After washing in PBS, the sections were incubated with the ABC kit (Vector Laboratories) for 2 h and developed using DAB (Sigma). Images were acquired using Leica ICC50 HD microscope. Quantification of the 6E10 staining intensity was performed using Mercator software (Explora Nova, Mountain View, CA, USA). The number of plaques, the average plaque size and the plaque burden, expressed as percentage of analyzed area, were calculated in the cortex and hippocampus of the APP/PS1 mice. For immunofluorescence studies, coronal brain sections were washed with sodium phosphate buffer and permeabilized with 0.2% Triton X-100/sodium phosphate buffer. Sections where blocked with normal goat serum (1/100; Vector Laboratories) before incubated with an anti-GFAP antibody (Table 1) at 4°C overnight. Primary antibody was detected with Alexa Fluor 488 or 633 goat anti-rabbit IgG (1/500, Thermo Fisher). After washes, sections were blocked with donkey serum (1/100; Sigma) and were incubated for 48 h at 4°C with an anti-A_2A_R antibody followed by an incubation with Alexa Fluor 595 donkey anti-guinea pig IgG (1/500; Jackson) antibody for 2 h at RT. To visualize amyloid plaques, sections were pretreated with 80% formic acid for 3 min, blocked with 10% of Mouse On Mouse Kit serum (Vector Laboratories) for 1 h before incubated in mouse biotinylated anti-Aβ antibody at 4°C overnight. Sections were then incubated with streptavidin Alexa Fluo 488 conjugate (1/1000; Thermo Fisher Scientific). Sections were finally incubated with DAPI (1/5000; Sigma-Aldrich) for 10 min and treated for 10 min in 0.3% Suden Black (Sigma-Aldrich) with 70% ethanol to block autofluorescence. Images were acquired using a Zeiss LSM 710 confocal laser-scanning microscope to define co-localization of A_2A_R with glial markers and amyloid plaques. 3D reconstruction of 2D confocal z stacks was performed using Imaris software (Bitplane, South Windsor, CT, USA).

**Table 1:** Antibodies used in this study.

Name	Epitope	Type	Origin	Provider	Dilution
Anti-A_2A_R	CTER 33aa	Poly	Guinea Pig	Frontier Institute	1/200
Anti-GFAP	GFAP	Poly	Rabbit	Dako	1/1000
Anti-NeuN	NeuN	Mono	Mouse	Merck Mllipore	1/500 (IHC) 1/1000 (WB)
Anti-Aβ 1-16 (6E10)	Total Aβ (3-8 aa)	Mono	Mouse	Biolegend	1/1000
Anti-APP (C17)	Cter part of APP, CTFs	Poly	Rabbit	Home Made	1/5000
Anti-GluR1	Hulan GluR1 (840–850 aa)	Mono	Rabbit	Merck Mllipore	1/2000
Anti-phospho-GluRl (Ser831)	pSer831	Mono	Rabbit	Merck Mllipore	1/1000
Anti-phospho-GluR1 (Ser845)	pSer845	Mono	Rabbit	Merck Millipore	1/1000
Anti-GluR2	Mouse GluR2 (150–250 aa)	Poly	Rabbit	Abcam	1/5000
Anti-phospho-GluR2 (Ser88O)	pSer88O	Poly	Rabbit	Abcam	1/5000
Anti-NR2B	Mature NR2B (1437–1456 aa)	Poly	Rabbit	Cell Signaling	1/1000
Anti-phospho-NR2B (Tyr1472)	pTyr1472	Poly	Rabbit	Cell Signaling	1/1000
Anti-phospho-NR2B (Tyr1480)	pTyrl480	Poly	Rabbit	Thermo Fisher Scientific	1/1000
Anti-Munc-l8-1 (Muncl8)	Cter (577–594 aa)	Poly	Rabbit	Sigma	1/2000
Anti-PSD95	PSD95	Poly	Rabbit	Cell Signaling	1/1000
Anti-Spinophiline	Spinophiline	Poly	Rabbit	Merck Mllipore	1/1000
GAPDH	Hutnan GAPDH (FL 1–335)	Poly	Rabbit	Santa Cruz Biotechnology	1/1000

*Abbreviations: Mono, monoclonal; Poly, polyclonal; IHC, dilution used in Immunohistochemistry; WB, dilution used in Western blotting; GFAP, glial fibrillary acidic protein; NeuN, neuronal nuclear; APP, amyloid precursor protein; GAPDH, glyceraldehyde-3-phosphate*.

### Western Blots

For all biochemical experiments, tissue was homogenized in 200 μL Tris buffer (pH 7.4) containing 10% sucrose and protease inhibitors (Complete; Roche Diagnostics GmbH), sonicated, and kept at −80°C until use. Protein amounts were evaluated using the BCA assay (Pierce). Protein amounts were evaluated using the BCA assay (Pierce), subsequently diluted with LDS 2X supplemented with reducing agents (Invitrogen) and then separated on 4%–12% NuPage Novex gels (Invitrogen). Proteins were transferred to nitrocellulose membranes, saturated (5% non-fat dry milk or 5% BSA) in TNT (Tris 15 mM pH 8, NaCl 140 mM, 0.05% Tween) and incubated with primary (see Table 1) overnight and then corresponding secondary antibodies (peroxidase labeled horse anti-rabbit 1/5000 or anti-mouse 1/50,000, Vector Laboratories). Immunoreactivity was visualized using chemiluminescence kits (ECL^TM^, Amersham Bioscience) and a LAS3000 imaging system (Fujifilm). Results were normalized to GAPDH and quantifications were performed using ImageJ software (Scion Software).

### mRNA Extraction and Quantitative Real-Time RT-PCR Analysis

Total RNA was extracted from hippocampi and cortex, and purified using the RNeasy Lipid Tissue Mini Kit (Qiagen, France). One microgram of total RNA was reverse-transcribed using the Applied Biosystems High-Capacity cDNA reverse transcription kit. Quantitative real-time RT-PCR analysis was performed on an Applied Biosystems Prism 7900 System using Power SYBR Green PCR Master Mix. The thermal cycler conditions were as follows: hold for 10 min at 95°C, followed by 45 cycles of a two-step PCR consisting of a 95°C step for 15 s followed by a 60°C step for 25 s. Sequences of primers used are given in Table 2. Cyclophilin A was used as internal control. Amplifications were carried out in triplicate and the relative expression of target genes was determined by the ΔΔCT method.

**Table 2:** Primer sequences used in this study.

Name	Access number	Primer FW	Primer R	Amplicon size
GFAP	NM_001131020.1	cgcgaacaggaagagcgcca	gtggcgggccatctcctcct	104
Cd68	NM_009853.1	gacctacatcagagcccgagt	cgccatgaatgtccactg	95
TLR2	NM_011905.3	ggggcttcacttctctgctt	agcatcctctgcgatttgacg	110
CCL3	NM_011337.2	tgcccttgctgttcttctct	gtggaatcttccggctgtag	112
CCL5	NM_013653.3	ctcactgcagccgccctctg	ccgagccatatggtgaggcagg	51
Cyclophilin	NM_008907.1	agcatacaggtcctggcatc	ttcaccttcccaaagaccac	126

*Abbreviations: FW, Forward; R, Reverse*.

### ELISA Measurements

Brain levels of human Aβ1-40 and Aβ1-42 were measured using ELISA kits (Invitrogen, Carlsbad, CA, USA; IBL-International, Hamburg, Germany) following manufactured’ instructions. Briefly, for hippocampal and cortical samples, 20 μg of protein were diluted in Guanidine/Tris buffer (Guanidine HCl 5 M and Tris 50 mM pH 8), sonicated and incubated for 1 h at 4°C under agitation. Samples were then diluted in a BSAT-DPBS solution (KCl, KH_2_PO_4_, NaCl, Na_2_HPO_4_, BSA 5%, Tween-20 0.03% pH 7.4). The homogenates were centrifuged at 12,000 *g* for 15 min at 4°C. Supernatants were collected for the analysis of Aβ1-40 and Aβ1-42 by colorimetric immunoassays. Absorbance was measured by Multiskan Ascent counter (ThermoLab Systems). The normalized amounts of Aβ were expressed as pg/mL.

### Evaluation of Microglial Phagocytosis

The effect of acute A_2A_R blockade on microglial phagocytosis was quantified in an *in situ* live cerebral slices assay similar to what has been described (Krabbe et al., 2013; Savage et al., 2015). APP/PS1 mice were crossbred with Csfr1r-EGFP mice (Sasmono et al., 2003) to readily visualize microglia. Coronal acute cerebral slices with a thickness of 130 μm were prepared from 12 month-old APP/PS1-Csf1r-EGFP mice and Csf1r-EGFP wildtype littermates using a vibratome (Leica VT1200 S). Acute slices were pre-incubated with the indicated concentration of MSX-3 (10–5000 nM) or vehicle for 60 min in artificial cerebrospinal fluid (aCSF) under constant carbogen saturation (three acute cerebral slices per condition). Live acute slices were then incubated with FCS-coated fluorescent microspheres (2 μm diameter, flash red, Bang Laboratories Inc.) at a concentration of 1.1 × 10^7^ microspheres/mL for 60 min at 37°C in HBSS together with the indicated concentration of MSX-3 or vehicle. Slices were washed and fixed in 4% PFA. Aβ dense-core plaques were stained with 0.001% thiazine red (Sigma Aldrich) in PBS. Five corresponding regions of interest (ROIs) were recorded in the isocortex of each cerebral slice using a Nikon eclipse Ti-E confocal microscope (60× objective, 20 μm z stack, 1 μm z slice interval) and the phagocytic index, i.e., quotient between number of fluorescent microspheres internalized by GFP-positive plaque-associated microglia and the total number of plaque-associated microglia per ROI was quantified by an investigator blinded to the treatment condition.

### Transcriptomic Analysis (Agilent Microarray)

Total RNA yield and quality were assessed on the Agilent 2100 bioanalyzer (Agilent Technologies, Massy, France). One color whole Mouse (074809_D_F_20150624 slides) 60-mer oligonucleotides 8× 60k microarrays (Agilent Technologies) were used to analyze gene expression. Six biological replicates for each condition were prepared for a total of 48 samples (Cortex or Hippocampus of WT-H_2_O/WT-MSX-3/APP- H_2_O/APP-MSX-3). cRNA labeling, hybridization and detection were carried out according to supplier’s instructions (Agilent Technologies). For each microarray, Cyanine 3-labeled cRNA were synthesized with the low input QuickAmp labeling kit from 50 ng of total RNA. RNA Spike-In were added to all tubes and used as positive controls of labeling and amplification steps. The labeled cRNA were purified and 600 ng of each cRNA were then hybridized and washed following manufacturer’s instructions. Microarrays were scanned on an Agilent G2505C scanner and data extracted using Agilent Feature Extraction Software^©^ (FE version 10.7.3.1). Microarray data are available through the GEO depository from NCBI (accession no. GSE113141).

The statistical analyses were performed with Genespring^®^ software version GX13.0 (Agilent Technologies). Microarrays have been normalized to the 75th percentile. Probes below background under all conditions were removed from the analysis. Differentially expressed genes were identified by a moderated *t*-test with correction of multiple tests by the Benjamini Hochberg (BH) method. We selected significantly deregulated probes with a corrected *p*-value of less than 0.05 and with an expression differential of at least 1.5× (FC1.5). Differentially expressed probes were further analyzed in term of molecular function and biological process using the Ingenuity Pathways Analysis (Qiagen Inc.) software.

### Statistics

Results are expressed as means ± SEM. Differences between mean values were determined using the Student’s *t*-test, Two Way-analysis of variance (ANOVA) or One Way-ANOVA followed by a *post hoc* Fisher’s LSD test using Graphpad Prism Software. *P* values < 0.05 were considered significant.

## Results

### A_2A_R Is Overexpressed by Astrocytes in APP/PS1 Transgenic Mice

We first examined A_2A_R expression levels in APP/PS1 mice using IHC and confocal microscopy. Similar to what has been previously described in AD patients and in different APP models (Orr et al., 2015, 2018; Lee et al., 2018), we observed that APP/PS1 mice exhibit a progressive hippocampal upsurge of A_2A_R immunoreactivity (Figures 1G–I), as compared to WT littermates (Figures 1A–C). Importantly, A_2A_R immunopositive signal observed in the striatum and hippocampus of APP/PS1 mice was found abolished in APP/PS1 animals with genetically deleted A_2A_R (Supplementary Figure S2) supporting the specificity of the A_2A_R immunostaining provided in Figure 1. In APP/PS1 mice, increased A_2A_R expression was observed in astrocytes in the hippocampus, starting at 3 months of age, and the cortex, starting at 9 months of age (Figures 1D–F,J–N). Astrocytic A_2A_R overexpression was not found exclusively in the vicinity of 6E10-positive plaques but also in reactive astrocytes located at larger distance to plaques (Figure 1O). These data therefore indicate that the development of amyloid pathology elicits astrocytic A_2A_R upsurge in APP/PS1 mice.

**Figure 1:**
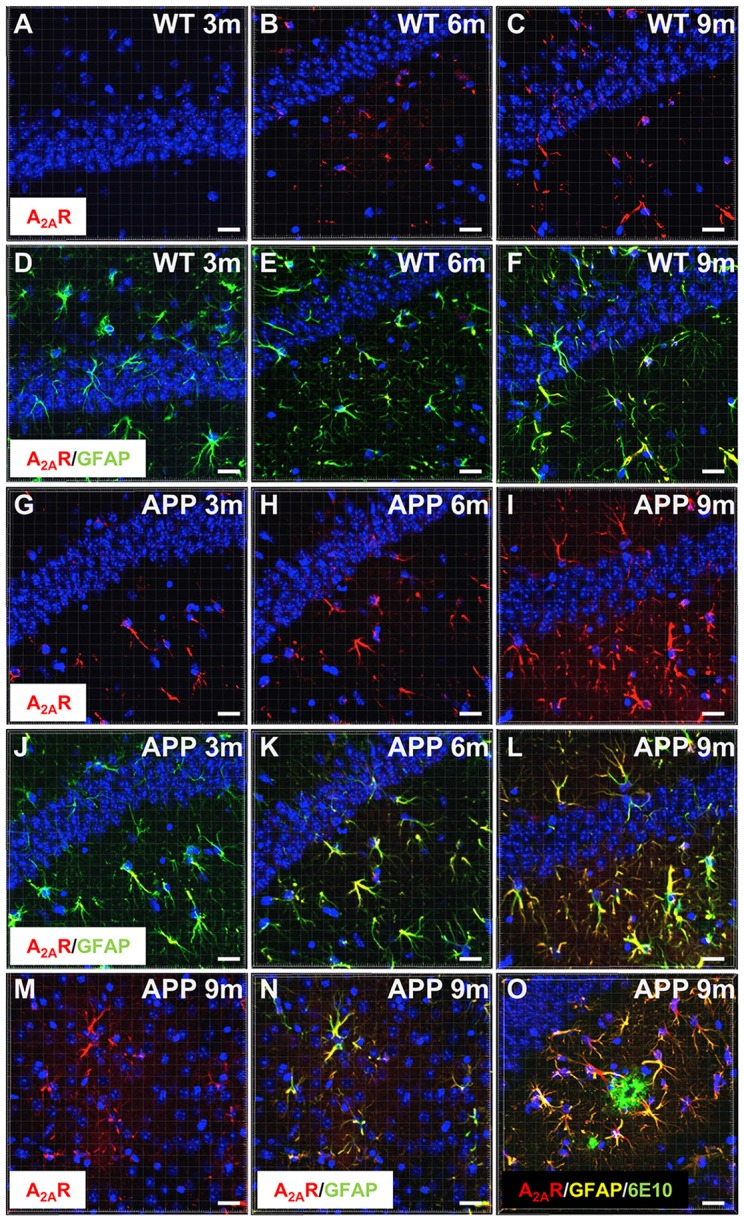
Astrocytic upsurge of A_2A_Rs in APP/PS1 mice. Representative photomicrographs of hippocampal immunostaining for the A_2A_ receptor (A_2A_R; red) **(A–C,G–I)** and merged with the astrocyte marker GFAP (green) **(D–F,J–L)** from WT mice **(A–F)** and the APP/PS1 mice **(G–L)**, at different ages: 3 months **(A,D,G,J)**, 6 months **(B,E,H,K)**, and 9–10 months **(C,F,I,L)**. Representative photomicrographs of A_2A_R expression (red) **(M)** and the merged with GFAP marker (green; **N**) in the cortex of 9-month-old APP/PS1 mice. Representative photomicrograph of A_2A_R expression (red) GFAP (yellow) and 6E10-positive amyloid plaque marker (green) in the hippocampus of 9 month-old APP/PS1 mice **(O)**. Cell nuclei were labeled with DAPI (blue). Scale bar = 20 μm.

### A_2A_R Pharmacological Blockade Prevents Spatial Memory Impairments in APP/PS1 Transgenic Mice

In the present experimental paradigm, APP/PS1 mice and littermate controls were treated with MSX-3 in drinking water at 0.3 g/L, using a treatment paradigm we previously described to promote a significant benefit in a model of AD-like Tau pathology (Laurent et al., 2016). Mice were treated from 3 to 9-10 months of age, i.e along the development of amyloid pathology and cognitive deficits in this transgenic strain. At completion of the treatment, we evaluated the impact of the chronic A_2A_R blockade on anxiety and spatial learning and memory using, respectively, the Elevated Plus Maze and the Morris Water Maze. We analyzed the impact of MSX-3 upon anxiety using the Elevated Plus Maze task. As shown in Supplementary Figure S3, we did not find any significant impact of MSX-3 upon velocity, distance moved and percentage of time spent in both closed and open arms (*p* > 0.05), suggesting that the treatment did not significantly impact anxiety behavior in both WT and APP/PS1 mice. Regarding Morris Water Maze, during the training phase, all groups showed a decrease in path length across trials (*p* < 0.05, two-way ANOVA). APP/PS1 animals demonstrated a slight learning deficit at day 2 (*p* = 0.0002, Two-Way ANOVA followed by Fisher LSD *post hoc* test) with no impact of the treatment (*p* > 0.05; Figure 2A). Neither APP/PS1 genotype nor the MSX-3 treatment influenced mouse velocity (*p* > 0.05; Figure 2B). Seventy-two hours following acquisition, a probe trial was performed to evaluate spatial memory. Regardless of treatment (H_2_O or MSX-3), WT littermates exhibited a significant preference for the target quadrant (Figure 2C; WT H_2_O: *p* = 0.0003; WT MSX3: *p* = 0.039 vs. O quadrants using One-way ANOVA followed by LSD Fisher *post hoc* test). As expected at this age, APP/PS1 H_2_O mice showed spatial memory deficits, evidenced by the absence of preference for the target vs. the non-target (O) quadrants (Figure 2C; *p* > 0.05 vs. O quadrants using One-way ANOVA followed by LSD Fisher *post hoc* test). ANOVA analysis also indicated that the percentage of time spent in target quadrant for APP/PS1 H_2_O mice was significantly reduced as compared to WT H_2_O animals (*p* = 0.037). In sharp contrast, the blockade of A_2A_R by MSX-3 significantly alleviated spatial memory impairment in APP/PS1 mice, as demonstrated by a significant preference of MSX-3-treated APP/PS1 mice for the target quadrant (Figure 2C, *p* = 0.0002 vs. O quadrants using One-way ANOVA followed by LSD Fisher *post hoc* test). ANOVA analysis also indicated that APP/PS1 mice treated with MSX-3 spent a higher percentage of time in the target quadrant as compared to water-treated APP/PS1 animals (*p* = 0.027; Figure 2C). Altogether, these data indicated that early onset chronic A_2A_R blockade prevents the development of spatial memory alterations in APP/PS1 mice.

**Figure 2:**
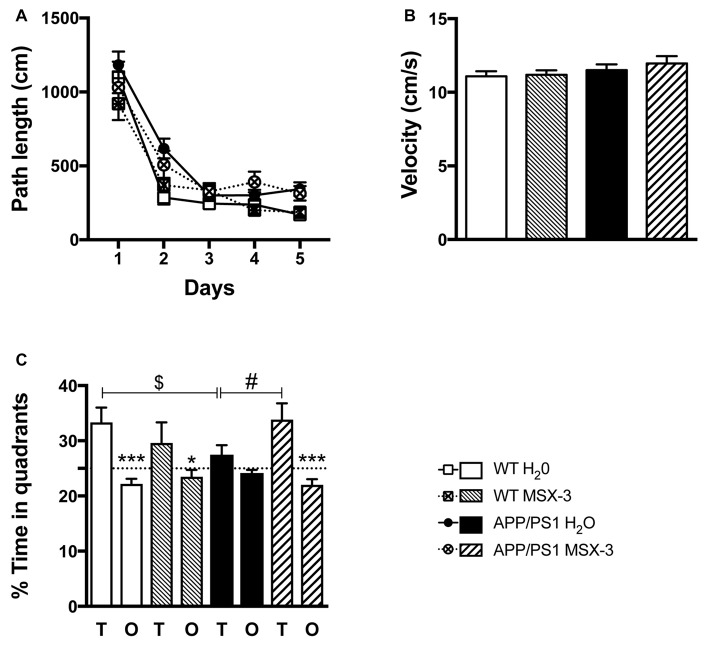
A_2A_R blockade prevents spatial memory impairments in APP/PS1 transgenic mice. Effect of MSX-3 treatment on spatial learning and memory using the Morris water-maze task. **(A)** Learning, as indicated by the equivalent path length needed to find the hidden platform (PF). At day 2, APP/PS1 mice exhibited a slight but significant higher path length as compared to WT animals (***p < 0.001 vs. WT H_2_O using One-way analysis of variance (ANOVA) followed by LSD Fisher *post hoc* test). **(B)** All genotypes exhibited a comparable velocity in the maze, suggesting no motor deficits. **(C)** Spatial memory was assessed 72 h after the last day of learning. Results represent the percentage of time spent in the target (T) vs. non-target (O) quadrants. WT mice (both treated with water or MSX-3) spent significantly more time in the T quadrant, indicative of a preserved spatial memory. While APP/PS1 mice exhibited spatial memory deficits as underlined by their lack of preference for the T quadrant, APP/PS1-MSX-3 treated mice behaved as WT mice, suggesting a rescue of memory impairment. *p < 0.05 ***p < 0.001 T vs. O; ^$^*p* < 0.05 WT vs. APP/PS1; ^#^*p* < 0.05 APP/PS1-H_2_O vs. APP/PS1 MSX-3 using One-way ANOVA followed by LSD Fisher *post hoc* test; *N* = 12–16 per group; Results are expressed as mean ± SEM.

### Effect of Chronic A_2A_R Blockade on Hippocampal Synaptic Markers in APP/PS1 Transgenic Mice

To evaluate whether the beneficial effects of A_2A_R blockade on spatial memory in the APP/PS1 mice could be ascribed to changes in the expression of hippocampal synaptic markers, we performed western blot evaluation of neuronal, pre/post-synaptic proteins as well as glutamatergic receptors. While MSX-3 did not modulate the expression of the studied neuronal and postsynaptic markers (NeuN, spinophiline and PSD95; *p* > 0.05, vs. APP/PS1 H_2_O mice using Student’s *t*-test; Supplementary Figure S4A) nor the expression and phosphorylation of AMPA and NMDA receptor subunits (*p* > 0.05, vs. APP/PS1 H_2_O mice using Student’s *t-test*; Supplementary Figure S4B), we found that MSX-3 treatment significantly increased the hippocampal expression of the presynaptic marker Munc-18 in the APP/PS1 mice treated with MSX-3 (*p* = 0.037 vs. APP/PS1 H_2_O using Student’s *t-test*; Supplementary Figure S4A). Notably, none of the markers studied was found modified in the cortex of APP/PS1 MSX-3 animals (not shown).

### Effect of Chronic A_2A_R Blockade on Cortical and Hippocampal Transcriptome of APP/PS1 Transgenic Mice

In order to provide potential molecular insights on how chronic A_2A_R blockade by MSX-3 improves memory of APP/PS1 mice, we evaluated gene expression changes in the cortex and hippocampus in the different groups of mice using Agilent technology. 

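Cortex and hippocampus of 24 mice were measured on 48 arrays, with 6 arrays per tissue for WT H_2_O, WT MSX-3, APP/PS1 H_2_O and APP/PS1 MSX-3 mice. APP/PS1 mice carry the transgenes of this model, and WT mice are their littermates. MSX-3, the water-soluble prodrug of the A_2A_R antagonist MSX-2, was given in the drinking water at 0.3 g/L. The paper and the labels of the samples give 3 months of age as the start of the treatment, the deposited text on the series gives 4 months, and the treatment ended at 9 to 10 months. The deposited values were intensities from which the scanner software of the authors had subtracted the local background, without normalization between arrays. Each array carried 62976 spots, of which 3671 were controls, and the other 59305 spots carried 56605 distinct probes. Intensities were taken on the log2 scale, the 75th percentile of each array was subtracted, and spots of the same probe were averaged. A probe was kept in a tissue when it was well above background on at least 4 arrays of at least 1 group. Groups were compared with the moderated test of limma, and a probe was called changed at a BH adjusted *p*-value under 0.05 and a fold change of at least 1.5. On 2 cortex arrays, 1 from a WT H_2_O and 1 from a WT MSX-3 mouse, the scanner software did not find the grid of spots. Their median correlation with the other arrays of the cortex was 0.0048 and 0.003, against 0.971 to 0.986 within a tissue for the remaining arrays. The 75th percentile of their intensities was 3.03 and 2.41, against 531 to 1073 for the remaining arrays, and 15.8% and 11.4% of their spots were well above background, against 55.8% to 75.5%. The comparisons fixed before the data were examined hold all arrays. Results that involve these arrays are therefore given with all arrays and then without the failed arrays, a choice made after the files were seen. Among the arrays with a found grid, the median share of spots well above background was lowest in the cortex of APP/PS1 MSX-3 mice (61.9%) and highest in the cortex of WT H_2_O mice (70.6%). The arrays lay on 7 slides scanned on 2 days. In the cortex, 5 of the 6 APP/PS1 H_2_O arrays and 2 of the 6 WT H_2_O arrays were scanned on the first day. In the hippocampus, it was 6 of 6 APP/PS1 H_2_O arrays and 2 of 6 WT H_2_O arrays. Genotype labels were checked with Prnp, whose vector carries both transgenes. The lowest APP/PS1 array lay above the highest WT array by 1.72 on the log2 scale in the cortex, without the failed arrays, and by 1.40 in the hippocampus.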

First, we determined gene expression changes between APP/PS1 H_2_O vs. WT H_2_O. In the cortex, 519 probes were significantly changed (BH adjusted *p*-values < 0.05) with a major effect (FC > 10) for Clec7a, Itgax, Cst, Ccl3, Ccl4 and Cxcl10 (Supplementary Table S1). 

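With all 12 arrays of the cortex of APP/PS1 H_2_O and WT H_2_O mice, 37904 probes were tested, and 51 were called changed. All 51 were higher in APP/PS1 H_2_O mice. They stood for 48 genes, where a probe without a gene name counts by its sequence identifier. Of the 51 probes, 46 had every APP/PS1 H_2_O array above every WT H_2_O array. Among the tested probes with a value on every array, called or not, the groups did not overlap for 1.23%, and chance gives 0.216%. The fold change was over 10 for 4 of the called probes. Cst7, listed as Cst by the paper, was 70.8-fold higher (log2 fold change 6.15, SE 0.67, adjusted *p* = 0.00308) and Clec7a 26.1-fold higher (log2 fold change 4.70, SE 0.76, adjusted *p* = 0.0398). The other two were C4b (10.8-fold, adjusted *p* = 5.96e-05) and Ccl6 (10.2-fold, adjusted *p* = 0.00117), and Ifi27l2a was the fifth of the called probes by fold change (9.57-fold, adjusted *p* = 0.00198). Itgax, Ccl3 and Ccl4 were higher by 4.83, 4.58 and 3.81 on the log2 scale and Cxcl10 was 14.9-fold higher, and they were not called, with adjusted *p*-values of 0.0747, 0.105, 0.163 and 0.551. The median residual SD of a probe was 0.749 on the log2 scale. The WT H_2_O group holds 1 failed array, and leaving out that mouse gave 559 changed probes, while leaving out any 1 of the other 11 mice gave 25 to 37. Clec7a, called with all arrays, was not called in any of these other 11 runs. When the failed array was left out, 37680 probes were tested with a median residual SD of 0.232. Of the 559 probes, 506 were higher and 53 lower in APP/PS1 H_2_O mice. They stood for 480 genes or sequence identifiers, and the 51 probes found with all arrays were among them. For 518 of them the 6 APP/PS1 H_2_O arrays did not overlap with the 5 WT H_2_O arrays, which was so for 2.81% of the tested probes with a value on every array, and chance gives 0.433%. The fold change was over 10 for 12 of the called probes. The 5 largest of these were 114-fold for Cst7, 53.7-fold for Itgax, 45.3-fold for Clec7a, 42.3-fold for Ccl3 and 28.4-fold for Cxcl10. Ccl4 followed with 24.6-fold. Their adjusted *p*-values were 6.96e-08, 6.4e-08, 4.02e-08, 2.89e-05, 0.000269 and 6.72e-07 in this order, and each was higher than every WT H_2_O array on 6 of 6 APP/PS1 H_2_O arrays. The mean log2 level of Clec7a was 0.48 (SD 0.19, n = 6) in APP/PS1 H_2_O and -5.02 (SD 0.39, n = 5) in WT H_2_O mice. Of the 5 WT H_2_O arrays, Itgax was well above background on 1, Cxcl10 on 2, Ccl3 and Ccl4 on 3, and Cst7 on 4, so that these fold changes start from a level near background. With each mouse left out in turn, the log2 fold change of Cst7 stayed between 6.66 and 6.99, that of Itgax between 5.63 and 5.85 and that of Ccl3 between 4.95 and 5.64. The alternative that moved the count most was array weights, which give less weight to arrays far from the rest of their group, with 1263 changed probes from all arrays (838 higher and 425 lower) and 1087 without the failed array. With the slide as a block, 21 probes were called from all arrays, of which 2 were among the 51, and only 2 slides hold arrays of both groups, 1 of them through the failed array. Without the failed array, the slide as a block gave 760 called probes, and most of the 559 were not among them. Of the 518 tested probes that the paper lists for the cortex, 154 were called with this block and 468 without it. Of the 20 measured genes that the paper names in its array, qPCR and blot results, or that bear on the drug and the transgenes, 4 were called over all probes and 10 when adjusted over the list alone. It was 11 and 11 without the failed array. The study chose most of these genes on these samples, so that the counts over the list alone are not independent evidence.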

In the hippocampus, 125 probes were significantly altered (BH adjusted *p*-values < 0.05; Supplementary Table S3) and we found the same highly modified genes, indicating highly concordant results between structures. 

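In the hippocampus, 6 arrays of APP/PS1 H_2_O mice were compared with 6 arrays of WT H_2_O mice over 38128 probes. Of these, 144 were called changed, 129 higher and 15 lower in APP/PS1 H_2_O mice. They stood for 130 genes or, where a probe had no gene name, sequence identifiers. In 138 of the 144, the groups did not overlap, against 1.24% of the tested probes with a value on every array, and chance gives 0.216%. The fold change was over 10 for 3 of the called probes, Cst7 (23.6-fold, adjusted *p* = 7.29e-05), Ccl3 (11.0-fold, adjusted *p* = 0.000279) and Itgax (10.2-fold, adjusted *p* = 3.26e-06). Clec7a was 9.83-fold higher (log2 fold change 3.30, SE 0.13, adjusted *p* = 2.42e-07), with a mean log2 level of -0.91 (SD 0.25) in APP/PS1 H_2_O and -4.21 (SD 0.22) in WT H_2_O mice. Ccl4 was 7.13-fold (adjusted *p* = 8e-05) and Cxcl10 5.68-fold higher (adjusted *p* = 0.00319). All these genes were higher than every WT H_2_O array on 6 of 6 APP/PS1 H_2_O arrays. Of the 6 WT H_2_O arrays, Itgax was well above background on 1, Ccl3 on 3 and Ccl4 on 5. With each mouse left out in turn, 122 to 157 probes were called. The alternative that moved the count most was the slide as a block, with 2 called probes, and only 2 of the slides hold hippocampus arrays of both groups. With all 4 groups of the tissue in the fit and the slide as a block, an alternative added after the data were seen, 121 probes were called. Of the 20 measured genes named by the rule, 9 were called over all probes and 11 when adjusted over the list alone. Between the tissues, 120 probes were called in both when the failed array was left out, where 1.95 would be shared by chance, and all 120 changed in the same direction. With all arrays, 32 were shared. Of the probes called in the cortex without the failed array, 95.8% changed in the same direction in the hippocampus, and 98.5% of those called in the hippocampus did so in the cortex. Across the 36743 probes kept in both tissues, the log2 fold changes of cortex and hippocampus correlated with r = 0.486 (jackknife SE over mice 0.244), and with r = 0.842 across the 542 probes called in either tissue. With all arrays, r was 0.453 across 36840 probes. Among other splits of the same mice into groups of these sizes, r had a median of 0.147 and reached 0.584 without the failed array, and with all arrays it had a median of 0.0396 and reached 0.477. With the scan day as a block, an alternative added after the data were seen, the r of 0.486 fell to 0.104. Probes of 1 array are not independent replicates, and a probe called in either tissue was chosen for its change. The slope of the hippocampus on the cortex log2 fold changes, over the 526 probes called in the cortex and kept in both tissues, was 0.506 (jackknife SE 0.0323), and choosing the probes for their change in the cortex lowers it.

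**Figure D1:**
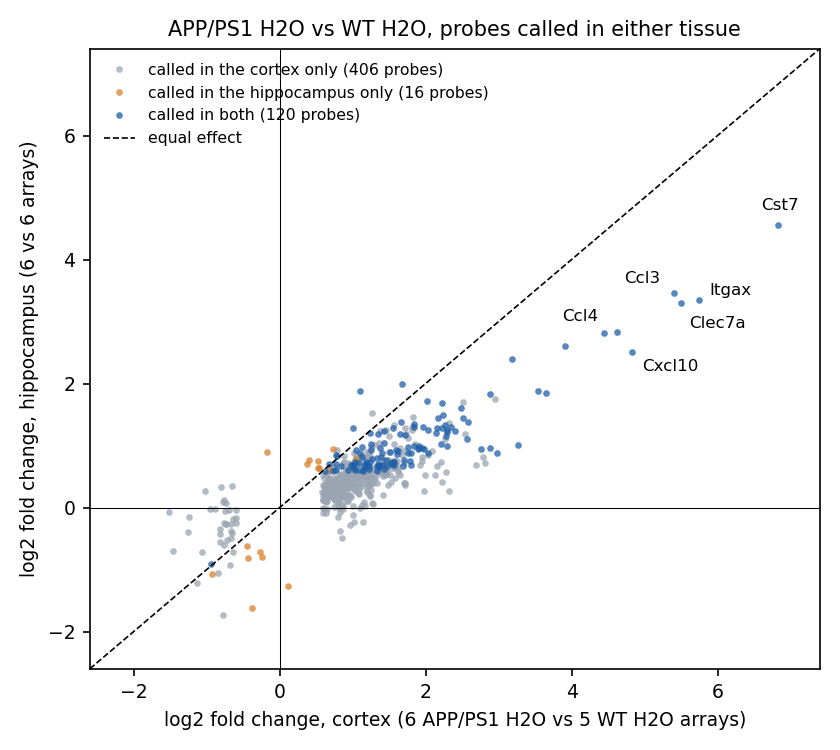
Log2 fold change between APP/PS1 H_2_O and WT H_2_O mice in the hippocampus against that in the cortex (without the failed array) for the 542 probes called changed in either tissue. Each point is a probe, and the log2 fold changes of Cst7 were 6.83 in the cortex and 4.56 in the hippocampus.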

The study of molecular functions by Ingenuity Pathway Analysis highlighted a significant number of deregulated genes in pathways related to immune functions (Supplementary Tables S2, S4), in accordance with the known link between amyloid load and the development of parenchymal neuroinflammation (Heneka et al., 2015 for review), which is known to favor cognitive deficits (Marciniak et al., 2015; Laurent et al., 2018 and references herein). 

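Immune functions were tested with gene lists written down before any array value was seen, 14 in all, for microglia, astrocytes, interferon response, the qPCR markers, other cell types and sources of variation. Each list was tested with camera of limma at a preset correlation between genes of 0.01, with BH adjustment over 14 lists and 11 comparisons. In the cortex without the failed array, 6 lists passed. The list of genes raised in microglia around plaques was higher by a mean of 1.74 and a median of 1.10 on the log2 scale, with 20 of 20 genes higher (adjusted *p* = 2.44e-36). Interferon response genes were higher by a mean of 1.81 (15 of 15 genes, adjusted *p* = 6.88e-30) and reactive astrocyte genes by 1.03 (11 of 13 genes, adjusted *p* = 1.64e-13). Genes of resting microglia were higher by 0.53 (13 of 15 genes, adjusted *p* = 1.32e-14) and the 5 qPCR markers by 2.78 (adjusted *p* = 1.78e-16). Oligodendrocyte genes passed with a mean of 0.21 (adjusted *p* = 0.039) under camera only. The other 5 lists also passed with fry, with adjusted *p*-values from 1.1e-07 to 1.3e-05, and with camera at an estimated correlation, from 0.00329 to 0.0255. In an exact permutation test of the mean level per array, two-sided, each of these 5 gave the smallest *p* that 6 arrays against 5 allow (0.00216, adjusted *p* = 0.0151). With all arrays, 8 lists passed camera in the cortex and the same 5 passed all 3 tests. The alternatives that moved the tests most were the other list tests themselves. Over all comparisons and all arrays, 54 of 154 tests passed with camera, 21 with fry and 22 with the estimated correlation. In the hippocampus the same 5 lists passed all 3 tests. The plaque-induced microglia list was higher by a mean of 0.97 and a median of 0.44 (20 of 20 genes, adjusted *p* = 1.19e-27), the interferon list by 1.14 (14 of 14 genes, adjusted *p* = 1.49e-23) and the reactive astrocyte list by 0.38 (11 of 14 genes, adjusted *p* = 2.8e-08). The resting microglia list was higher by 0.21 (13 of 15 genes, adjusted *p* = 2.58e-07) and the qPCR markers by 1.53 (5 of 5 genes, adjusted *p* = 9.72e-15). Neuronal genes passed with camera only, with a mean of 0.10 (adjusted *p* = 0.0471). Among the genes of the plaque-induced microglia list, 14 of 20 were called changed in the cortex without the failed array and 8 of 20 in the hippocampus, and the counts were 14 and 8 when adjusted over the list alone. The list holds Cst7, Clec7a and Itgax, which the study picked from these arrays, and shares Cd68 with the qPCR markers. The study chose the qPCR markers to follow up its arrays, so that this list is not independent evidence. The interferon list holds Cxcl10, which the study also picked from these arrays, and the reactive astrocyte list holds Gfap, a qPCR marker. Of the qPCR markers, Gfap was 6.47-fold higher in the cortex without the failed array (adjusted *p* = 1.24e-06), Cd68 4.40-fold (adjusted *p* = 1.24e-06), Tlr2 4.62-fold (adjusted *p* = 3.9e-06) and Ccl5 2.75-fold (adjusted *p* = 0.00157). With all arrays, Gfap (6.90-fold, adjusted *p* = 5.96e-05) and Cd68 (4.62-fold, adjusted *p* = 0.000108) were called, and Tlr2 (3.24-fold) and Ccl5 (1.83-fold) were not, both with an adjusted *p* of 0.666. In the hippocampus, Cd68 (2.29-fold, adjusted *p* = 9.31e-05) and Tlr2 (2.04-fold, adjusted *p* = 0.000293) were called. Gfap (1.62-fold, adjusted *p* = 0.0693) and Ccl5 (2.39-fold, adjusted *p* = 0.0684) were not, each higher than every WT H_2_O array on 5 of 6 APP/PS1 H_2_O arrays, while another probe of Gfap with a log2 fold change of 0.96 was called. Over the alternatives, the adjusted *p*-value of Gfap in the hippocampus ran from 0.00313 to 0.890 and that of Ccl5 from 0.00733 to 0.857, and each was called when 1 particular mouse was left out. When adjusted over the list alone, 5 of 5 markers passed in the hippocampus.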

Using quantitative PCR analysis, we validated several neuroinflammatory markers (GFAP, CD68, TLR2, CCL5 and CCL3) in both the cerebral cortex and the hippocampus of APP/PS1 H_2_O mice as compared to WT H_2_O animals (*p* < 0.001 vs. WT using One Way ANOVA followed by LSD Fisher *post hoc* text; Supplementary Figures S5A,B). We were then interested in comparing gene expression changes in the mouse groups treated with MSX-3. Notably, A_2A_Rs were shown to modulate the function and activation of brain innate immune cells (i.e., microglia and astrocytes; Cunha, 2016 for review) and blockade of these receptors may resolve brain neuroinflammation (Rebola et al., 2011; Laurent et al., 2016). Surprisingly, no significant effect of MSX-3, particularly for markers associated to immune functions (see also Supplementary Figures S5A,B), was observed in the cortex or hippocampus of WT or APP/PS1. 

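The moderated test of limma called 0 probes changed between MSX-3 and H_2_O in each of the 4 comparisons. In APP/PS1 mice, the unadjusted *p*-value was under 0.05 for 2159 probes in the cortex and 1465 in the hippocampus, and the smallest adjusted *p*-values were 0.178 and 0.98. Chance gives a share of 0.05 of the tested probes, 37904 in the cortex and 38128 in the hippocampus. The count lies little above this share in the cortex and below it in the hippocampus. In WT mice, the unadjusted *p*-value was under 0.05 for 75 probes in the cortex with all arrays, for 3272 without the failed arrays, and for 1932 in the hippocampus, with smallest adjusted *p*-values of 1, 0.474 and 0.959. Apart from leaving out single mice, the one alternative that changed the 0 called probes was array weights in the cortex of WT mice. With array weights, 3415 probes were called from all arrays (2221 higher and 1194 lower with MSX-3) and 3068 without the failed arrays. However, 3 of the WT MSX-3 arrays lie on a slide that holds no WT H_2_O array of the cortex. Other splits of the WT cortex arrays called up to 3224 probes without array weights when the failed arrays were left out. Differences between slides therefore stay open as the source of these calls. Array weights gave 0 called probes in the other 3 comparisons, with 2947, 2379 and 2024 probes at an unadjusted *p* under 0.05 in the cortex of APP/PS1, the hippocampus of WT and the hippocampus of APP/PS1 mice. In the hippocampus of APP/PS1 mice, 1 probe was called when 1 particular APP/PS1 MSX-3 mouse was left out, and 0 with any other mouse left out. Among the immune markers in APP/PS1 mice, the log2 fold change with MSX-3 in the cortex was 0.24 for Gfap, 0.03 for Cd68, 0.21 for Tlr2, 0.01 for Ccl5 and 0.18 for Ccl3, and the smallest adjusted *p*-value of these was 0.733. In the hippocampus it was 0.25, 0.14, 0.18, -0.29 and 0.38 in the same order, each with an adjusted *p* of 0.98. Clec7a changed by 0.11 in the cortex and by 0.32 in the hippocampus (SE 0.14, adjusted *p* = 0.98), and Itgax by -0.17 and -0.15. Adora2a, which codes for the A_2A_R, changed by 0.11 and 0.17. Under no alternative did a named gene pass in these comparisons in APP/PS1 mice. In WT mice, the log2 fold change of Gfap was 0.13 in the cortex without the failed arrays (adjusted *p* = 0.728) and 0.15 in the hippocampus. Of the 20 measured genes, 0 were called in each of the 4 comparisons, over all probes and when adjusted over the list alone. The mean level of the plaque-induced microglia list in the cortex was 2.72 on the log2 scale in both APP/PS1 H_2_O (SD 0.15) and APP/PS1 MSX-3 mice (SD 0.14), and 0.98 (SD 0.06) and 0.94 (SD 0.09) in WT H_2_O and WT MSX-3 mice without the failed arrays (n = 6 and n = 5 per group). For the interferon list, the difference between MSX-3 and H_2_O in APP/PS1 mice was -0.20 in the cortex (exact permutation test, two-sided, *p* = 0.223) and -0.13 in the hippocampus (*p* = 0.528, same exact test). For the resting microglia list, it was 0.06 in both tissues (exact *p* = 0.273 and 0.344).

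**Figure D2:**
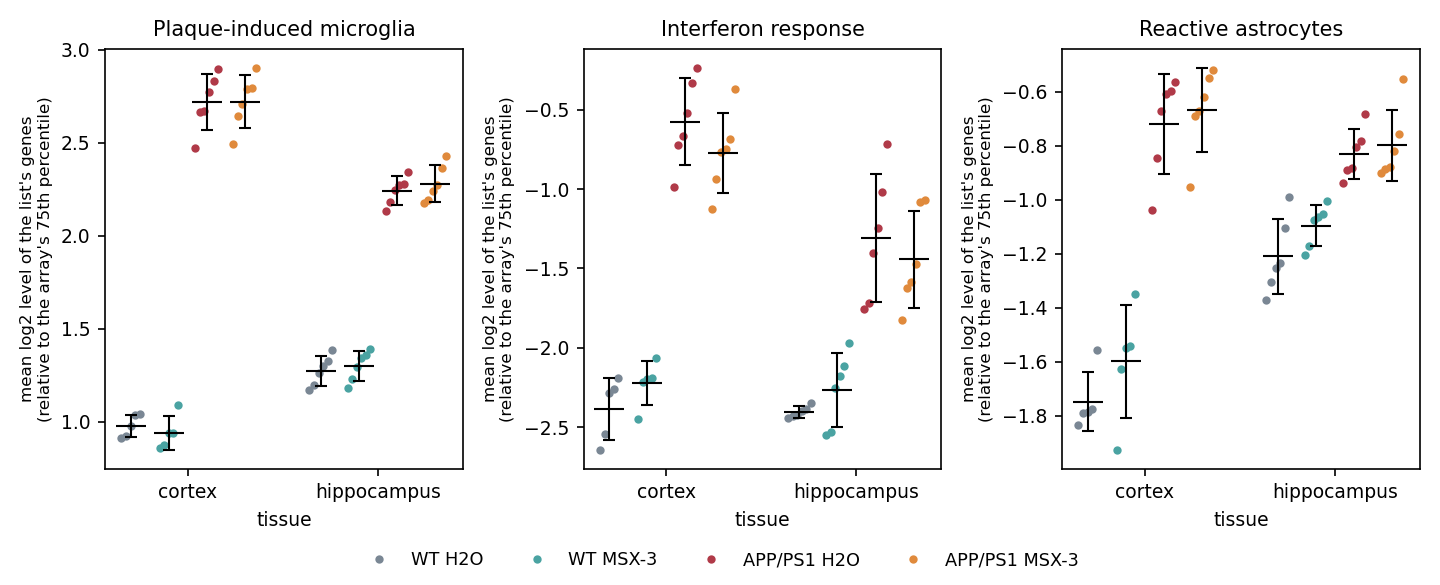
Mean log2 level, relative to the 75th percentile of each array, of the plaque-induced microglia, interferon response and reactive astrocyte lists in the 8 groups, without the failed arrays. Each point is an array, bars are the mean and SD, and the means of the plaque-induced microglia list in the cortex were 2.72 in both APP/PS1 groups and 0.98 and 0.94 in the WT groups.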

Altogether, these data suggest that memory improvement in APP/PS1 treated with MSX-3 is associated with a weak transcriptional effect and a notable absence of impact on neuroinflammation.

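The size of change that such arrays could show was measured on simulated arrays. They held independent normal noise with the residual SD of each probe around its observed mean, with a known change added to 200 probes. Differences between slides and relations between probes were not in them, so that the shares may differ on the real arrays. In APP/PS1 mice, a 1.5-fold change between MSX-3 and H_2_O was called for 27% of the changed probes in the cortex and for 32.5% in the hippocampus. A 2-fold change was called for 71.5% and 77.0%, and a 3-fold change for 87.5% and 90.0%. In the cortex of WT mice, a 3-fold change was called for 3% with all arrays and for 89.5% without the failed arrays. The median residual SD was 0.236 in the cortex and 0.226 in the hippocampus of APP/PS1 mice. The probes with the smallest unadjusted *p*-values in the cortex stood for Kdm5d, Mns1 and Fbxo17. Kdm5d changed by -0.92 (SE 0.12, adjusted *p* = 0.178), lay lower than every H_2_O array on 6 of 6 MSX-3 arrays, and was well above background on 1 of 6 MSX-3 and 5 of 6 H_2_O arrays. Mns1 changed by -0.65 (SE 0.12) and Fbxo17 by -0.80 (SE 0.16), both with an adjusted *p* of 0.733. In the hippocampus, Avpr1b had the smallest *p*-value, with a change of -0.91 (SE 0.16, adjusted *p* = 0.98), lower than every H_2_O array on 6 of 6 MSX-3 arrays. Cks1b followed with -0.56 (SE 0.10), where another probe of the gene changed by -0.06. The third was Pcdh15 (0.89, SE 0.17), which was well above background on no H_2_O array. From its own arrays and qPCR, together with the behavior of the mice, the paper proposes that the improved memory of APP/PS1 mice under MSX-3 goes along with a weak effect on transcription and without an effect on neuroinflammation.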

### Effect of Chronic A_2A_R Blockade on Amyloid Burden in APP/PS1 Transgenic Mice

Age-dependent spatial memory impairment in APP/PS1 has been shown to correlate with increased brain amyloid burden (Savonenko et al., 2005; Garcia-Alloza et al., 2006; Zhang et al., 2011). Previous studies demonstrated that long-term caffeine treatment mitigates memory defects in APPsw mice, while reducing brain Aβ production (Arendash et al., 2006, 2009). While this is still controversial (Lu et al., 2016), other data indicated that A_2A_R might impact on the production of Aβ *in vitro* (Nagpure and Bian, 2014). Altogether, these data supported a possible involvement of A_2A_Rs in Aβ production and/or accumulation and, therefore upon memory. Using 6E10 IHC, we first performed the analysis of cortical and hippocampal Aβ plaque load in APP/PS1 mice treated with water or MSX-3 (Figures 3A,B). We found that the treatment with MSX-3 significantly reduced, in the cortex (Figure 3D) but not in the hippocampus (Figure 3C), the density of plaques of lower size (between 50–150 μm^2^) as compared with APP/PS1 H_2_O animals (50–150 μm^2^, *p* < 0.001; 100–150 μm^2^, *p* < 0.05 vs. APP/PS1 H_2_O using Two-Way ANOVA followed by LSD Fisher *post hoc* test). Microglia surrounding amyloid plaques have an impaired phagocytic capacity (Krabbe et al., 2013; Savage et al., 2015). Since adenosine signaling and A_2A_R activation has been shown to impair microglial phagocytosis in cell culture and *in situ* (Orr et al., 2009; Bulavina et al., 2013), we tested the possibility that MSX-3 could enhance the phagocytic capacity of microglia, thereby potentially explaining the moderate plaque reduction seen in the cortex of chronically MSX-3-treated APP/PS1 animals. To test whether A_2A_R blockade has an immediate effect on microglial phagocytosis as has been shown for other microglial functions (Gyoneva et al., 2014, 2016), we used an *in situ* live acute slice assay and evaluated whether acute A_2A_R blockade with MSX-3 in live cerebral slices could enhance the phagocytic capacity of microglia surrounding amyloid plaques. However, although our results confirmed that 12-month-old APP/PS1 mice exhibit a reduced phagocytic activity of microglia as compared with littermate controls, acute treatment of acute slices from APP/PS1 mice with MSX-3 of up to 5 μM failed to normalize phagocytosis of plaque-associated microglia (Figure 3E), suggesting that acute A_2A_R blockade does not significantly affect microglial phagocytosis.

**Figure 3:**
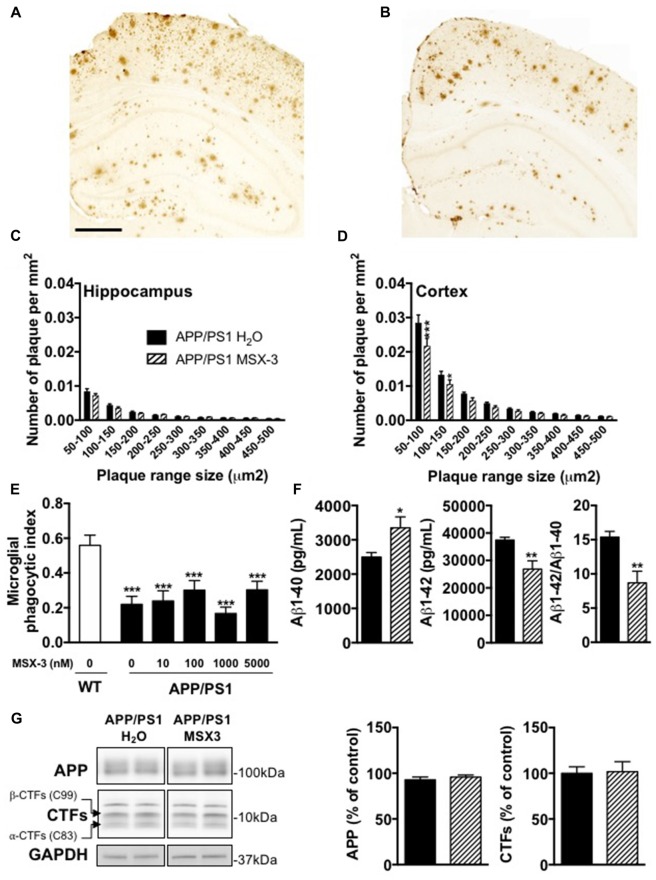
Impact of MSX-3 treatment on amyloid load, Aβ levels and phagocytic capacity of microglia in APP/PS1 mice. Representative images of 6E10 staining in the brains of 10 months old APP/PS1 treated with water **(A)** or MSX-3 **(B)**. Scale bar = 500 μm. Distribution of amyloid plaques size were examined in the hippocampus **(C)** and cortex **(D)** of APP/PS1 mice. We found that the treatment with MSX-3 significantly reduced, in the cortex **(D)** but not in the hippocampus **(C)**, the density of plaques of lower size (between 50–150 μm^2^) as compared with APP/PS1 H_2_O animals (50–150 μm^2^, *p* < 0.001; 100–150 μm^2^, *p* < 0.05 vs. APP/PS1 H_2_O using Two-Way ANOVA followed by LSD Fisher *post hoc* test; *N* = 7–9/group). **(E)** Effect of acute MSX-3 treatment on microglial phagocytic index determined in an *in situ* live cerebral slice assay of 12-month-old APP/PS1-Csf1r-EGFP mice and Csf1r-EGFP wildtype littermates after 60 min pre-incubation with the indicated concentration of MSX-3. Datasets were tested for significance with the One-way ANOVA and represent data from three independent experiments. ***p < 0.001 vs. WT **(F)** As measured by ELISA, MSX-3 treatment decreased Aβ1–42 levels in the cortex of APP/PS1 mice while Aβ1–40 levels was found increased. Overall, the Aβ1–42/Aβ1–40 ratio was found significantly reduced by the A_2A_ antagonist treatment (*p < 0.05, **p < 0.01 vs. APP/PS1 H_2_O using Student’s *t*-test; *N* = 7–11/group). **(G)** Western blot analysis performed in cortex of water and MSX-3 treated APP/PS1dE9 mice did not revealed any change in APP and Carboxyterminal fragments (CTFs) expression (*N* = 6/group). Results are expressed as mean ± SEM.

Next, we measured the concentration of Aβ1-42 and Aβ1-40 in the cortex and the hippocampus. The cortex of MSX-3-treated APP/PS1 mice exhibited a significant decrease of Aβ1-42 levels (*p* = 0.0011 vs. APP/PS1 H_2_O using Student’s *t*-test; Figure 3F) while Aβ1-40 levels were increased (*p* = 0.012 vs. APP/PS1 H_2_O using Student’s *t*-test; Figure 3F). Overall, in the cortex, the Aβ42/Aβ40 ratio was found to be significantly reduced in APP/PS1 MSX-3 mice as compared to APP/PS1 H_2_O animals (*p* = 0.0015 vs. APP/PS1 H_2_O using Student’s *t*-test; Figure 3F). These cortical changes were not accompanied by a modification of APP expression or C-terminal fragments (CTF) of APP (Figure 3G). Also, none of the parameters studied was found changed in the hippocampus of APP/PS1 MSX-3 animals (*p* > 0.05, Student’s *t*-test; not shown). Altogether, these data indicated that early and chronic A_2A_R blockade reduces the development of cortical amyloid burden in APP/PS1 mice.

## Discussion

The present study demonstrates that an early, chronic and long-term treatment with a specific A_2A_R antagonist, starting from an asymptomatic stage, prevents spatial memory impairments and reduces, at least in part, the development of amyloidogenesis in APPswe/PS1dE9 mice. These data extend previous findings showing that short-term treatment with different antagonists (KW6002 p.o. and SCH58261 i.p.; Viana da Silva et al., 2016; Orr et al., 2018; Silva et al., 2018) improves memory of three different models of amyloidogenesis (APP/PS1 and hAPP-J20). Here, we also provide the first experimental evidence that, *in vivo*, early blockade of A_2A_Rs can reduce brain amyloid levels. Taken together with previous studies demonstrating the ability of A_2A_R blockade to reduce Tau hyperphosphorylation and associated cognitive decline (Laurent et al., 2016; Zhao et al., 2017), these data support that A_2A_R signaling is a target of interest in AD.

We found a progressive age-dependent astrocytic A_2A_R upsurge in the hippocampus of APP/PS1dE9 mice, in accordance with recent studies demonstrating similar receptor dysregulation in several mouse models of cerebral amyloidosis (hAPP-J20, APP KI; Orr et al., 2015, 2018; Lee et al., 2018). A_2A_R dysregulation likely contributes to memory deficits since conditional astrocytic-specific A_2A_R deletion (Orr et al., 2015) or pharmacological blockade (Orr et al., 2018; the present data) of the receptors improve memory performance in APP mice. The idea that astrocytic upregulation of A_2A_R might be detrimental for memory in AD models is in line with its physiological ability to control both glutamate and GABA uptake by these glial cells (Nishizaki et al., 2002; Matos et al., 2012; Cristóvão-Ferreira et al., 2013). In support of this, we recently demonstrated that A_2A_R deletion improves memory while normalizing glutamate/GABA balance in the hippocampus of Tau transgenic mice (Laurent et al., 2016). Interestingly, recent data demonstrated that specific deletion of astrocytic A_2A_Rs leads to neuronal adaptative changes in glutamatergic synapses, characterized by increased evoked release of glutamate from nerve terminals or enhanced density of NR2B (Matos et al., 2015). Further, it remains also possible that modulation of astrocytic A_2A_Rs impacts the function of synaptic A_2A_Rs. Indeed, deletion of A_2A_R in astrocytes has been shown to enhance the ability of A_2A_R agonist CGS2160 to promote glutamate release by synaptosomes (Matos et al., 2015). Therefore, astrocytic A_2A_R upsurge is likely prone to favor synaptic dysfunctions leading to memory deficits in APP/PS1 mice. Further, we cannot rule out that the benefit afforded by the pharmacological A_2A_R blockade in APP/PS1 mice also result from the specific blockade of A_2A_R on other receptor subpopulations, notably at the neuronal level. Indeed, neuronal upsurge of A_2A_R have been observed in the brain of AD patients (Temido-Ferreira et al., 2018) and recent work demonstrated that APP/PS1 mice exhibit a significant increase of A_2A_R binding on synaptic hippocampal membranes (Viana da Silva et al., 2016; Silva et al., 2018). It is thus highly conceivable that APP/PS1 mice exhibit both astrocytic and synaptic A_2A_R upsurge, the latter being probably difficult to capture using classical immunohistofluorescence. In this regard, neuronal/synaptic modulation of A_2A_Rs could also play an instrumental role in synaptic and memory deficits of APP mice. Indeed, mimicking neuronal A_2A_R upsurge using conditional transgenic models or optogenetically enhancing intracellular signaling of the receptor was sufficient to promote plasticity and memory deficits (Giménez-Llort et al., 2007; Li et al., 2015; Batalha et al., 2016). Thus, it is likely that the pharmacological blockade of A_2A_Rs also acts at the neuronal level to normalize memory deficits. It is also important to emphasize that the link between synaptic A_2A_R upregulation and memory deficits goes far beyond the AD context, as demonstrated by the laboratories of Rodrigo Cunha and Luisa Lopes. For instance, synaptic A_2A_R have been found dysregulated in models of aging, stress or depression with behavioral manifestations normalized by A_2A_R receptor antagonists (Lopes et al., 1999; Rebola et al., 2003; Batalha et al., 2013; Kaster et al., 2015; Machado et al., 2017). Interestingly, in regard to presumable neuronal-based mechanisms, we observed, among the synaptic markers studied, an enhanced level of Munc-18 protein as seen by Western blot. Munc-18 is a neuronal (presynaptic) protein required for synaptic vesicles exocytosis (Carr and Rizo, 2010) and is considered as an important regulator of synaptic transmission and presynaptic strength (Toonen and Verhage, 2007; Genc et al., 2014), which is a crucial process in neuronal information processing and memory formation (Abbott and Regehr, 2004). Thus, enhancement of hippocampal Munc18 expression could also therefore contribute to memory improvement promoted by MSX-3. Besides memory impairments, it is important to mention that AD is also associated with neuropsychiatric symptoms. Recently, a study emphasized that long-term oral treatment with caffeine, a non-selective antagonist of A_2A_Rs, exacerbate some behavioral symptoms in the triple Tg AD model (Baeta-Corral et al., 2018). While we only addressed the impact of MSX-3 on anxiety in our study behavior, which appears not affected by the antagonist, it will be important, in the future and from a therapeutic perspective, to evaluate more closely the impact of long-term A_2A_R blockade on AD-related behavioral symptoms.

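The probes that the paper lists for the cortex (Supplementary Table S1) and the hippocampus (Supplementary Table S3) of APP/PS1 H_2_O mice were looked up in the deposited arrays. Table S1 holds 519 probes, 33 of them lower in APP/PS1 H_2_O mice, Table S3 holds 125, 2 of them lower, and 115 probes are in both. In the cortex, 518 of the probes could be tested. With all arrays, 50 of them were called, 497 had the sign of the table, and the log2 fold changes correlated with those of the table with r = 0.892. Without the failed array, 468 were called, all 518 had the sign of the table, and r was 0.991. In the hippocampus, 124 probes could be tested, 108 were called, all 124 had the sign of the table, and r was 0.982. These correlations are across probes chosen for their change, and probes are not independent replicates.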

Our microarray data indicate that both cortex and hippocampus of 9–10-month-old APP/PS1 mice exhibit gene deregulation as compared to littermate controls. As expected, the number of deregulated genes was higher in the cortex, which harbors a more advanced pathology compared to the hippocampus in this mouse model (Kim et al., 2012). 

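The difference between tissues was tested directly, as the genotype effect in the cortex minus that in the hippocampus of H_2_O mice. With all arrays, 39192 probes were tested and 3 called, all with a larger effect in the cortex, and 403 had an unadjusted *p* under 0.05. They were C4b (log2 difference 2.42, adjusted *p* = 5.13e-05) and both probes of Gfap (2.09 and 1.89, adjusted *p* = 0.000146 and 9.49e-05). Without the failed array, 96 of 39065 probes were called, of which 90 had the higher effect in the cortex and 6 the lower one. For 91 of them, the APP/PS1 and WT arrays of the cortex did not overlap, which says nothing about the hippocampus. Clec7a differed by 2.21 (SE 0.22, adjusted *p* = 1.21e-05), Itgax by 2.39 (SE 0.28, adjusted *p* = 8.6e-05), Cst7 by 2.27 (SE 0.45, adjusted *p* = 0.0323), C4b by 2.25 and Ifi204 by 2.11. Ccl4 (1.78, adjusted *p* = 0.0177), Tlr2 (1.18) and Cd68 (0.94) were called too, and Ccl3 (1.95, adjusted *p* = 0.352), Cxcl10 (2.32, adjusted *p* = 0.258) and Ccl5 (0.20) were not. Cst7 was not called in 8 of the runs that left out 1 mouse, and Ccl4 in 5. With 1 mouse left out in turn, 46 to 101 probes were called, and with the mouse as a block, since both tissues come from the same mice, 43 were called, of which 40 were among the 96. The median residual SD was 0.228 in the hippocampus against 0.232 in the cortex without the failed array. On the simulated arrays with added changes, 65.5% of the probes with a 2-fold change were called in the cortex and 66.0% in the hippocampus.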

Several pathways were strongly dysregulated by the development of amyloid pathology (Suh and Checler, 2002), among them processes related to immune functions and neuroinflammation, which we confirmed by qPCR analysis. Interestingly and surprisingly, none of these pathways were impacted by MSX-3 treatment. Furthermore, chronic MSX-3 treatment of WT mice did not have a significant impact on the transcriptome either. These data indicate that, overall, chronic A_2A_R inhibition is associated with very weak transcriptional effects. 

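The 14 gene lists were also tested between MSX-3 and H_2_O mice. In APP/PS1 mice, camera called 2 lists in the cortex and 5 in the hippocampus, and fry and camera with an estimated correlation called 0 in both tissues. In the cortex, interferon response genes had a mean change of -0.20 (1 of 15 genes higher, adjusted *p* = 3.73e-05 with camera, 0.695 with fry) and immediate early genes of -0.31 (0 of 11 higher, adjusted *p* = 0.0114). In the hippocampus, camera called the interferon list (-0.16, adjusted *p* = 0.0147), immediate early genes (-0.14, adjusted *p* = 0.0368), endothelial genes (-0.16, adjusted *p* = 0.0268), blood genes (0.82, adjusted *p* = 0.0301) and the qPCR markers (0.13, adjusted *p* = 0.0381 with camera, 0.367 with fry). The exact permutation test of the mean level per array gave 0 lists under an unadjusted *p* of 0.05 in both tissues, with smallest *p*-values of 0.102 in the cortex and 0.128 in the hippocampus. The plaque-induced microglia list had a mean change of 0.03 in the cortex (adjusted *p* = 0.732) and 0.04 in the hippocampus (adjusted *p* = 0.473), and the reactive astrocyte list of 0.05 (adjusted *p* = 0.995) and 0.03 (adjusted *p* = 0.426). The list tests leave out genes without a value on some array, which left 19 of 20 genes of the plaque-induced microglia list in the cortex and 14 of 15 of the interferon list in the hippocampus, so that these means differ slightly from those of the levels per array. For the reactive astrocyte list in the cortex, mean and median were above 0 while camera gave the direction as down. Choroid plexus genes in the cortex had a mean above 0 and a median below it, as did striatal genes in the hippocampus. In WT mice, camera called 2 lists in the cortex, with all arrays and without the failed arrays, and 5 in the hippocampus, and the other two list tests called 0. Without the failed arrays, these were blood genes (1.27, adjusted *p* = 0.000604) and the interferon list (0.16, adjusted *p* = 0.0482) in the cortex. In the hippocampus, they were immediate early genes (0.25, adjusted *p* = 0.000817), oligodendrocyte genes (0.22, adjusted *p* = 0.00842), choroid plexus genes (-0.75, adjusted *p* = 0.0221), resting microglia genes (0.06, adjusted *p* = 0.0296) and the interferon list (0.14, adjusted *p* = 0.0462). The qPCR markers in WT mice had a mean below 0 and a median above 0 in both tissues, without the failed arrays in the cortex.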

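In WT mice, the median residual SD between MSX-3 and H_2_O arrays was 1.11 in the cortex with all arrays, which hold 1 failed array in each group, 0.251 without them and 0.247 in the hippocampus. In the simulation with all arrays, an added 3-fold change was called for 3% and a 5-fold change for 26.5% of the changed probes in the cortex. Without the failed arrays, a 2-fold change was called for 62.5% in the cortex, and for 66% in the hippocampus. The 3 probes with the smallest unadjusted *p*-values in the cortex without the failed arrays had no gene symbol. They changed by -0.84 (SE 0.11, adjusted *p* = 0.474), -0.90 (SE 0.14, adjusted *p* = 0.564) and -0.61 (SE 0.10, adjusted *p* = 0.564), each lower than every H_2_O array on 5 of 5 MSX-3 arrays. With all arrays, the smallest *p*-value was that of Tspear (1.34, SE 0.34, adjusted *p* = 1). In the hippocampus, it was that of a probe without a gene symbol, which changed by -0.86 (SE 0.15, adjusted *p* = 0.959). Gcnt2 followed with -0.58 (SE 0.11), where its other probes changed by -0.92 and -0.09, and the third was a probe without a gene symbol (-0.47, SE 0.09).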

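Whether the effect of MSX-3 differed between APP/PS1 and WT mice was tested as the interaction of genotype and treatment. In the hippocampus, 0 probes were called by limma, 1869 had an unadjusted *p* under 0.05, and the smallest adjusted *p* was 0.897. In the cortex, 0 probes were called with all arrays (131 at an unadjusted *p* under 0.05) and without the failed arrays (1794, smallest adjusted *p* = 0.744). Chance gives a share of 0.05 of the tested probes, and the counts of 1869 and 1794 lie below this share of 38128 and 37680. Array weights gave 0 called probes as well, with 8672, 8663 and 3186 at an unadjusted *p* under 0.05 in the cortex with all arrays, the cortex without the failed arrays and the hippocampus. The smallest *p*-value in the hippocampus was that of Slc15a2 (difference 2.04, SE 0.41), which was well above background on no APP/PS1 H_2_O array, before 2 probes without a gene symbol (1.54 and 0.59). In the cortex without the failed arrays, 2 probes without a gene symbol (-1.49, SE 0.32, and 1.40, SE 0.31) came before Tspear (-1.71, SE 0.40). Clec7a differed by 0.72 in the hippocampus (SE 0.25, adjusted *p* = 0.897). In the simulation, an added 2-fold difference was called for 49% of the changed probes in the cortex without the failed arrays and for 54.5% in the hippocampus. With all arrays of the cortex it was called for 0.5%, and a 3-fold difference for 14.5%, so that the 0 called probes there say little.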

Actually, to the best of our knowledge, only one study reported an evaluation of transcriptomic changes following A_2A_R blockade. This study reported that constitutive deletion of A_2A_R in the striatum of knock-out mice leads to a significant deregulation of 152 genes compared to WT littermates (Yu et al., 2009). These data are difficult to compare to our experiments since the striatum is highly enriched in A_2A_R as compared to cortex and hippocampus, with a major post-synaptic localization (Blum et al., 2003a,b; Cunha, 2016). The observation that MSX-3 improves memory of APP/PS1 mice is however in accordance with its acknowledged ability to fine tune synaptic plasticity in the hippocampus (Cunha, 2016). Recent data notably emphasized that A_2A_R blockade can lead within minutes to an improvement of plasticity deficits in APP/PS1 mice (Viana da Silva et al., 2016).

However, improved memory in APP/SP1 MSX-3 mice in our data was found to be associated with reduced amyloid load. In APP/PS1dE9 mice, amyloid burden, and particularly hippocampal and cortical Aβ42 levels, strongly correlate with spatial memory deficits (Puoliväli et al., 2002; Garcia-Alloza et al., 2006; Sipos et al., 2007; Zhang et al., 2011). Our results demonstrate that MSX-3 treatment promotes a moderate but significant reduction of amyloid plaques in the cortex of APP/PS1 mice. Importantly, a significant reduction of the Aβ1-42/Aβ1-40 ratio was also observed in the cortex of APP/PS1 mice following A_2A_R blockade. To our knowledge, this is the first report demonstrating an effect of an A_2A_R ligand on amyloid pathology *in vivo*, in agreement with previous studies showing that chronic caffeine treatment reduces brain soluble Aβ in APPsw mice (Arendash et al., 2006, 2009). The decrease of amyloid burden following A_2A_R blockade found in the cortex of APP/PS1 mice, a brain region involved in spatial navigation, could therefore explain, at least in part, the beneficial effect of MSX-3 on spatial memory. Reasons explaining a specific effect of MSX-3 on cortical amyloid pathology vs. hippocampus remain unclear. Similarly, the mechanisms underlying the changes of Aβ1-42/Aβ1-40 ratio and 6E10 immunoreactivity warrant further evaluations. However, the reduction of the Aβ1-42/Aβ1-40 is consistent with the reduction of amyloid burden, especially of small amyloid plaques. In fact, *in vitro* data indicated that Aβ42 facilitates amyloid nucleation while Aβ40 allows for Aβ elongation (Snyder et al., 1994). In the present work, small plaques, reflecting amyloid nucleation, are decreased presumably due to the reduced amount of Aβ42 peptides. It cannot also be excluded that MSX-2 might bind to Aβ and act as a direct amyloid aggregation inhibitor, which warrants further exploration in the future. Interestingly, caffeine was shown, *in vivo* and *in vitro* to reduce both Aβ1-42 and Aβ1-40 levels (Arendash et al., 2006). This contrast with our data which indicate that MSX-3 modulates Aβ1-42/Aβ1-40 ratio, reducing Aβ1-42 and enhancing Aβ1-40 levels. Aβ length is under the control of the carboxypeptidase activity of the gamma-secretase which cleaves the Aβ peptide from its carboxy-terminal region. Thus, lack of PS1 exon 9 and exon 10 generates longer Aβ peptides (Le Guennec et al., 2017). Although speculative, MSX3 could promote the carboxypeptidase activity of the gamma-secretase and thus modify the ratio of Aβ towards the production of shorter species of Aβ peptides. In line with this hypothesis, A_2A_R and gamma-secretase have been co-localized to endosomes and A_2A_Rs have been suggested to modulate the gamma-secretase activity (Lu et al., 2016). Although controversial, our results also support a regulatory activity of A_2A_R towards the gamma-secretase in APP/PS1 mouse. However, the underlying mechanism remains to be elucidated.

In conclusion, we have shown for the first time that a chronic and long-lasting treatment with an A_2A_R antagonist reduces amyloid pathology and improves memory in a model of AD. Considering previous converging studies in different models of AD (Orr et al., 2015, 2018; Laurent et al., 2016; Viana da Silva et al., 2016; Silva et al., 2018), the present findings further highlight A_2A_R as a promising therapeutic target in AD.

## Author Contributions

EF, JC, KZ, EM, YB, MS, LC, KC, SS, SE and RC performed experiments, analyzed data and corrected the manuscript. MF, YC, MH, NS, CM, AH, LB, LL and DB supervised the work, analyzed data and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Beneficial Effect of a Selective Adenosine A2A Receptor Antagonist in the APPswe/PS1dE9 Mouse Model of Alzheimer’s Disease
**Source:** Front Mol Neurosci. 2018 Jul 12;11:235. doi: 10.3389/fnmol.2018.00235
**Supplement:** Supplementary file 5

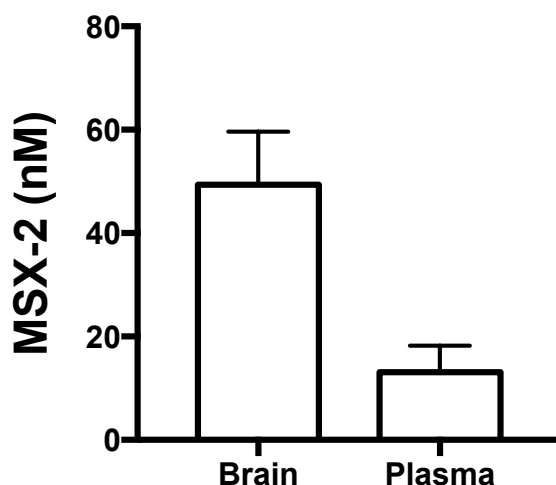

**Supplementary Figure 1.** Determination of MSX-2 levels in mouse plasma and brain samples following chronic treatment with MSX-3 in the drinking water. Quantitative determination of MXS-2 was performed by LCMS in plasma and brain samples of 10 months old C57Bl6/J mouse after chronic treatment of MSX-3, started at 3 months of age. Brain samples of 2-3 mice were weighed, pooled and freeze-dried. Then they were minced and subsequently extracted for 4h in 80 mL of dichloromethane using a Soxhlet extractor. The solvent was reduced to ca. 4 mL, filtered through 0.45  $\mu$ m filters, and the filtrate was reduced to dryness. The residue was dissolved in 200  $\mu$ L acetonitrile and subjected to LCMS measurement. Plasma samples were taken up in acetonitrile (1:10) and the mixture was homogenized in an ultrasound bath in the dark for 5 min and subsequently centrifuged at 14,000g. The supernatant was dried for 1h at 40°C in a Speedvac® (ThermoFischer Scientific). Then acetonitrile was added (100  $\mu$ L) and the solution was measured by LCMS. For quantitative LCMS measurements and HPLC Dionex Ultimate 3000 (Thermo Scientific) with integrated variable wavelength was used coupled with a mass spectrometer micrOTOF-Q (Bruker) with an ESI source. An EC50/2 Nucleodur C18 Gravity 3  $\mu$ m column (Macherey & Nagel) was used for HPLC separations. An HPLC gradient was run starting with 10% acetonitrile and 90% water containing 2 mM ammonium acetate. The gradient started after 1 min reaching 100% acetonitrile after 9 min. The column was flushed with 100% acetonitrile for another 5 min. Then 10  $\mu$ L of sample solution was injected at a flow rate of 0.3 mL/min. Positive full scan MS was observed from 50 to 1000 m/z. For identification and quantification of MSX-2 the extract ion chromatogram (EIC) of 395.17 m/z was used.

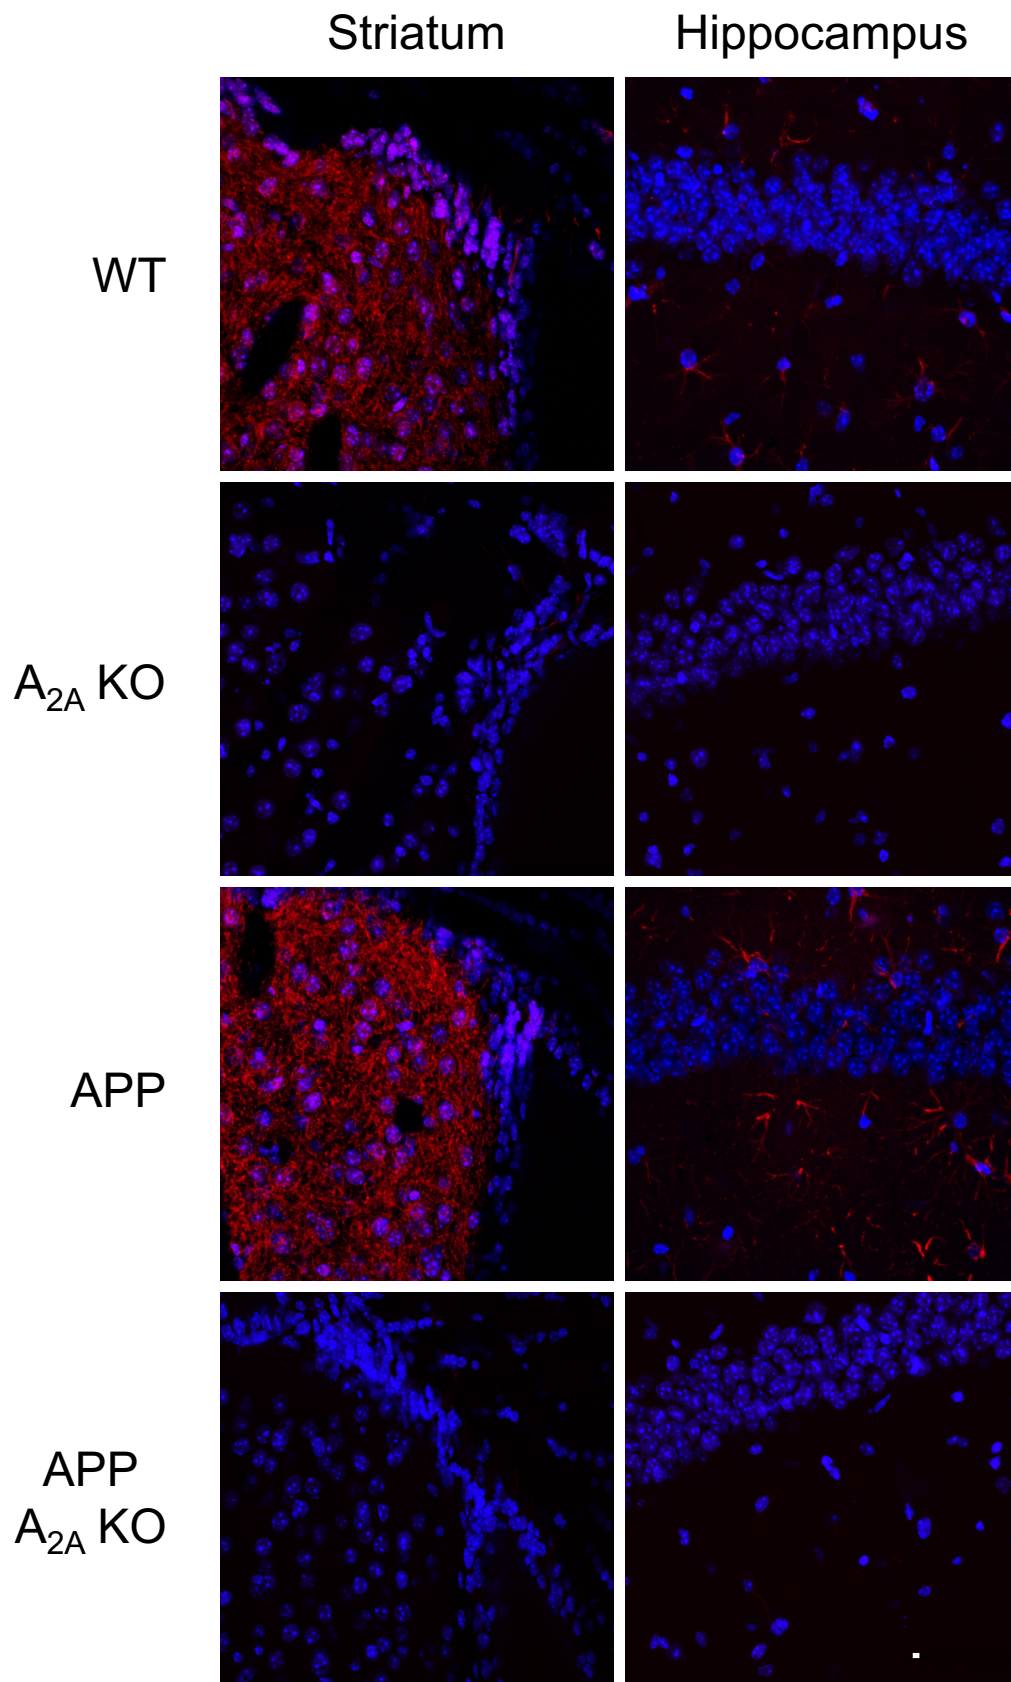

**Supplementary Figure 2.** A<sub>2A</sub>R immunohistochemistry in the striatum (left) and hippocampus (right) of WT and APP/PS1 mice of 9-10m of age expressing (WT, APP/PS1) or not (A<sub>2A</sub> KO; APP A<sub>2A</sub> KO) A<sub>2A</sub> receptors. Mice were obtained by a crossing of APP/PS1 A<sub>2A</sub> +/- mice with A<sub>2A</sub>R +/- mice. Results support the specificity of astrocytic expression of A<sub>2A</sub>R in APP/PS1 mice. Scale bar = 50  $\mu$ m.

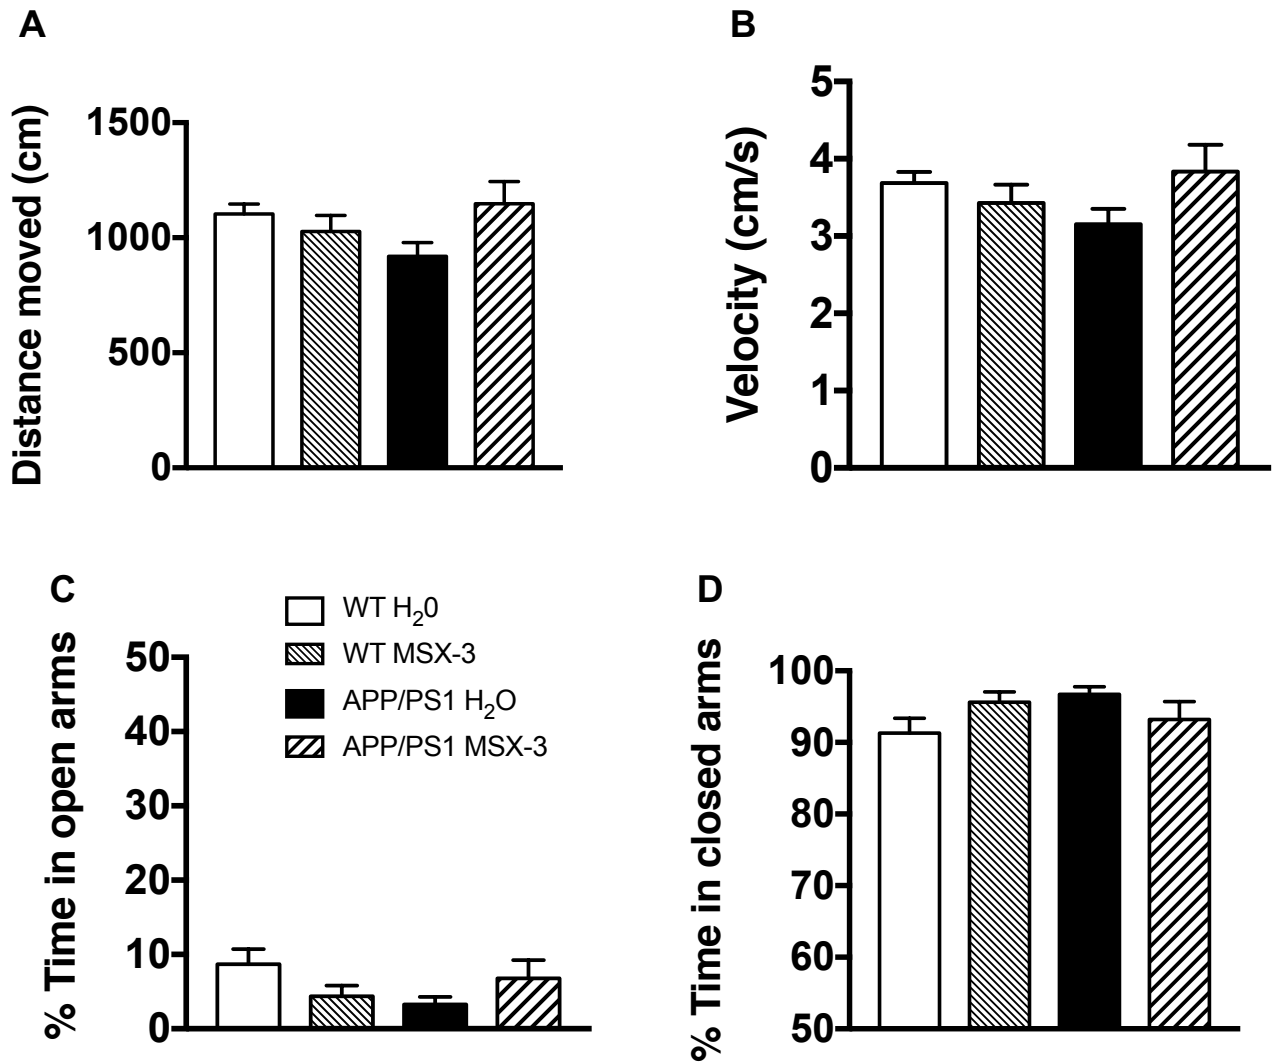

**Supplementary Figure 3.** Impact of MSX-3 on anxiety behaviour in WT and APP/PS1 mice. Anxiety levels were analysed using an elevated plus maze task and are reflected by the percentage of time spent in the open (C) and closed arms (D). None of them were affected by the treatment in WT and APP/PS1 animals. Neither distance moved (A) nor velocity (B) was significantly modified by the treatment.

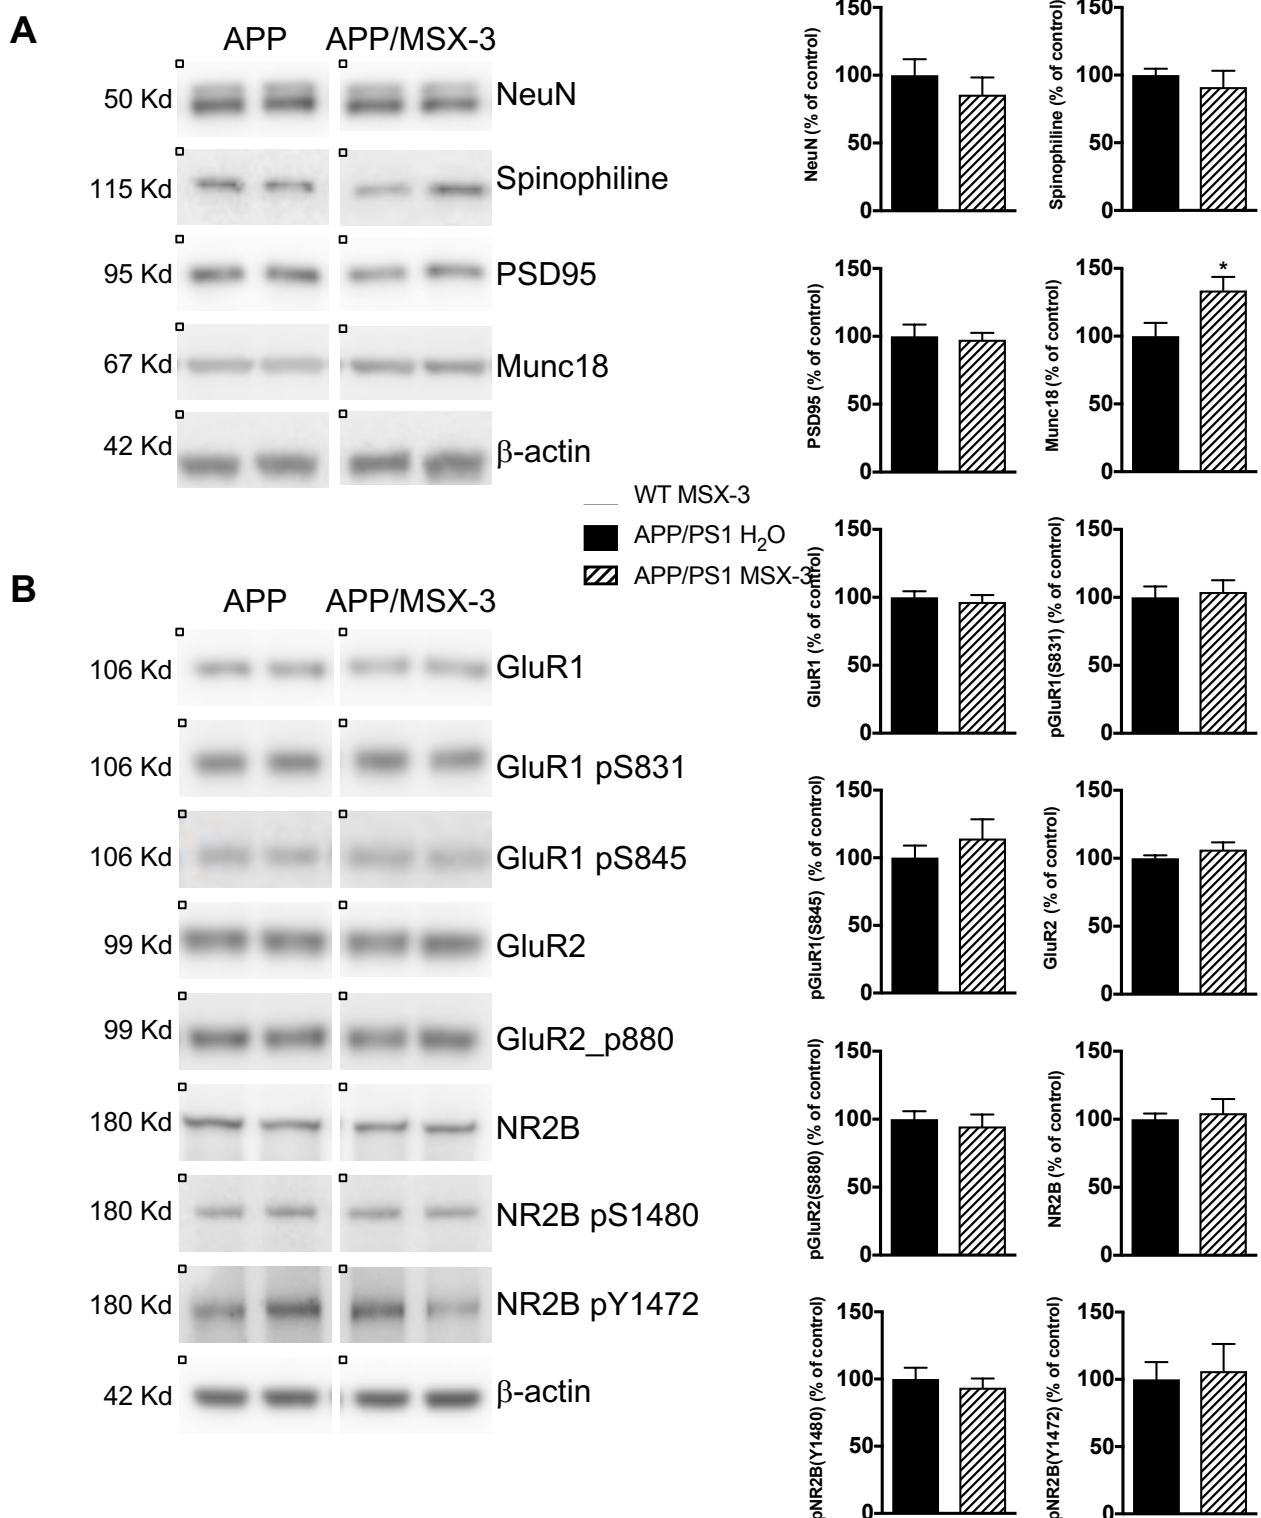

**Supplementary Figure 4.** Impact of MSX-3 on hippocampal synaptic markers in APP/PS1 mice. (A) MSX-3 treatment increased the levels of expression of the presynaptic marker Munc-18 in the hippocampus of APP/PS1 mice (\* $p < 0.05$ , Student's t-test), while no effect was found regarding neuronal (NeuN) and postsynaptic markers (spinophilin and PSD95;  $p > 0.05$ , Student's t-test). (B) No difference was found in the expression levels of markers involved in synaptic transmission and plasticity such as glutamatergic AMPA (GluR1, GluR2) and NMDA (NR2B) receptors and their phosphorylation (pGLUR1 at Serine 831 and 845, pGluR2 at Serine 880 and pNR2B at threonine 1480 and 1472;  $p > 0.05$ , Student's t-test).  $N = 6$  per group; Results are expressed as mean  $\pm$  s.e.m.

**A**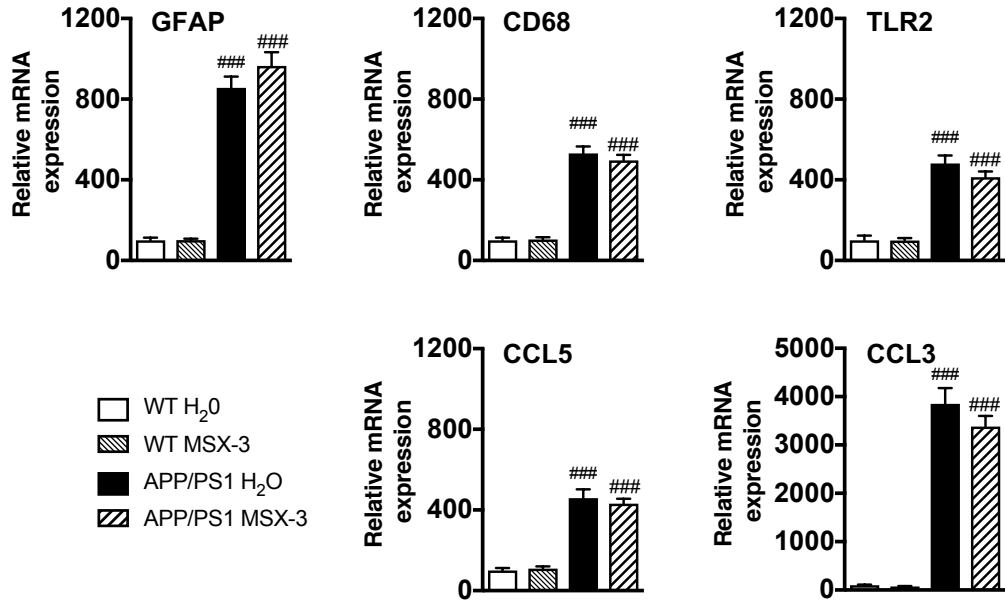**B**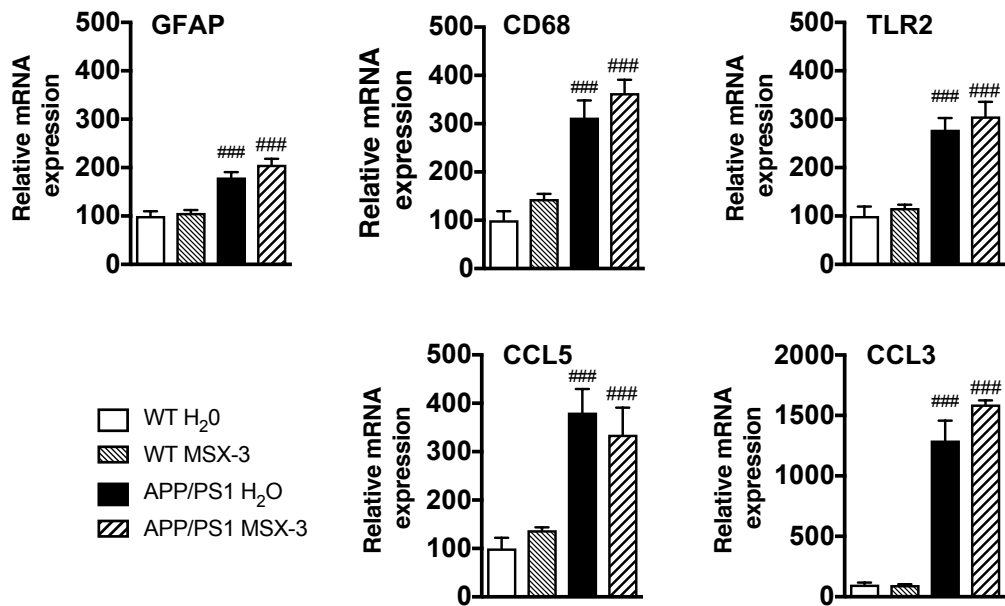

**Supplementary Figure 5.** Impact of MSX-3 on cortical and hippocampal neuroinflammatory markers in APP/PS1 mice. Quantitative PCR analysis indicate an significant upregulation of GFAP, CD68, TLR2, CCL5 and CCL3 in both the cerebral cortex (A) and the hippocampus (B) of APP/PS1 mice as compared to WT animals (###p<0.001 vs. WT H<sub>2</sub>O using One-way ANOVA followed by LSD Fisher post-hoc test). MSX-3 treatment had not effect in neither WT nor APP/PS1 mice. N=6 per group; Results are expressed as mean  $\pm$  s.e.m.

How the deposited data were processed for this re-analysis (not part of the article)

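Gene expression was measured in the cortex and hippocampus of 24 mice on 48 one-color Agilent arrays, with 6 arrays for each of the 8 groups formed by tissue, genotype (WT or APP/PS1) and treatment (H_2_O or MSX-3). According to the sample labels, both tissues come from the same mice, since each mouse number occurs once per tissue. The scanner files and the series matrix deposited by the authors hold intensities as processed by Agilent Feature Extraction, with background subtracted and spatial trends removed and without normalization between arrays. The 3022848 values of the series matrix equal these intensities at every spot, at a relative tolerance of 1e-06. The further steps of the paper (75th percentile, removal of probes below background, tests) are not part of the deposited values and were carried out here.

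Of 62976 spots per array, 3671 control spots were left out, as were spots marked by the scanner software as non-uniform or as population outliers. Intensities were taken on the log2 scale, the 75th percentile over the non-control spots of the array was subtracted, and spots of 1 probe were averaged, which left 56605 probes. A probe was kept in a tissue when it was well above background on at least 4 arrays of at least 1 of its 4 groups. A reference gave gene names for 32994 probes, and the tables of the paper for a further 59. Both named 449 probes, 439 of them alike with letter case ignored. The named probes stood for 22932 genes, and 23552 probes had no name.

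Groups were compared with limma 3.58.1 under R 4.3.3 (data.table 1.17.8), with lmFit and eBayes on the arrays of the compared groups only. The comparisons were APP/PS1 against WT mice on H_2_O and on MSX-3, MSX-3 against H_2_O in WT and APP/PS1 mice, and the interaction of genotype and treatment, in each tissue, and the genotype effect in the cortex minus that in the hippocampus of H_2_O mice. A probe was called at a BH adjusted *p*-value under 0.05 and a fold change of at least 1.5. Adjusted *p*-values of probes in all passages come from limma. Single values per array were compared with exact permutation tests, two-sided, whose smallest *p* is 0.00216 for 6 arrays against 6 or 5 and 0.00794 for 5 against 5. Relations across mice were tested with 1e+05 permutations, whose smallest *p* is 1e-05.

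A total of 14 gene lists were written down before the values were seen. They stand for microglia around plaques, resting microglia, interferon response, reactive astrocytes, astrocytes in general, neurons, oligodendrocytes, endothelium, choroid plexus, blood, immediate early genes, circadian genes, striatum and the qPCR markers of the paper. They were tested with camera of limma at a preset correlation of 0.01, with BH adjustment over all lists and comparisons, and again with fry and with camera at an estimated correlation. Genes named in the text are those named by the paper for its arrays, qPCR and blots, Adora2a as the target of the drug, and App and Prnp as a check of the transgenes. For each comparison, the 5 probes with the largest fold change among called probes without overlap between the groups are added, or the 3 with the smallest unadjusted *p* where none was called. For the difference between tissues, overlap was judged between the APP/PS1 and WT arrays of the cortex only. A gene with several probes is represented by the kept probe with the highest mean in the tissue.

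The procedure was tested on simulated data. These held independent normal noise with the residual SD of each probe around its observed mean. A known change was added to 200 probes or to 1 list of genes. With a change of 0.5 on the log2 scale, each of the 3 list tests found the changed list in 16 of 16 simulations at an unadjusted *p* under 0.05, which tells nothing about smaller changes. Of 208 tests of unchanged lists, 14 passed with camera, 15 with fry and 7 with the estimated correlation. The unchanged lists include the qPCR markers, which share Cd68 with the changed list. Since the simulated probes vary independently, these shares tell nothing about lists whose genes vary together. On the real arrays, other splits gave a median of 1 to 5 lists past camera, adjusted within the comparison.

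Alternatives named in advance were normexp background correction with an offset of 50, quantile normalization, the values of the series matrix, the percentile over kept probes, other filters on dim probes, no minimum fold change, an intensity trend in the spread, array weights, the slide as a block, leaving out each mouse, all 4 groups of a tissue in the fit, and the mouse as a block where tissues were compared. Normexp was run on median intensities, the mean not being among the columns of the files. Leaving out the failed arrays, the scan day as a block, and all 4 groups with the slide as a block were added after the data were seen, as were, for single genes, the alternatives set for counts of called probes only. The scanner software did not find the grid on 2 cortex arrays, which stay in all results unless stated otherwise. Pairing of the tissues by mouse was checked on 22 mice with both arrays readable. After removal of the group means, the correlation between the tissues of 1 mouse had a median of 0.0395, against -0.00473 between different mice of a group, it ran from -0.52 to 0.497, and 10 mice were above 0.1.

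The precision of the arrays is given by the residual SD of a probe, with medians from 0.226 to 0.257 in the pairwise comparisons between groups when the failed arrays were left out. Pathway analysis with the commercial software of the paper was left out, and so were the blots, qPCR and behavior, which have no values among the arrays.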

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

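The tests chosen only after the results were seen are those without the failed arrays, the counts of other splits for the gene lists, the shift of the grid, the scan day, the choroid plexus and the blood. The remaining tests were written down before.

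Of 288 groups of arrays or genes examined for a value far from the rest, 29 had one, and chance gives about 1 in 20 groups, or 14.4. For array quality it was 6 of 24 (1.2 by chance), for gene lists 10 of 112 (5.6 by chance) and for named genes 13 of 152 (7.6 by chance).

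On 2 cortex arrays the quality values lay far from their group. The WT MSX-3 array had a 75th percentile of 2.41 (others of its group from 782) and 11.4% of spots well above background (others 62.7% to 75.5%), and its median correlation with the cortex arrays was 0.003. The WT H_2_O array had 15.8% of spots well above background (others 67.5% to 72.1%) and a correlation of 0.0048. Both lie on the same slide, and the scanner software marks the grid as not found. A grid shifted by whole rows and columns over a readable array was tested with 13284 shifts and flips of the grid per array. The highest correlation with the other cortex arrays was 0.0476, where the other cortex arrays reach at least 0.981, which argues against a shift within 40 rows and 20 columns. What went wrong on these arrays stays open, and no biological explanation was tested, since the design gives none. An array of the hippocampus of APP/PS1 MSX-3 mice had 55.8% of spots well above background (others 67.0% to 71.2%), and its cause was not tested.

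Choroid plexus genes were far higher on 1 hippocampus array in each of 3 groups, with a mean log2 level of 1.96 in APP/PS1 H_2_O (others -3.51 to -2.17), 1.54 in APP/PS1 MSX-3 (others -3.31 to -1.79) and 0.98 in WT MSX-3 mice (others -2.61 to -1.59). In WT H_2_O mice, 3 of 6 arrays were as high (1.29 to 1.87) and the other 3 low (-3.97 to -3.11). Choroid plexus tissue taken along with the hippocampus was tested as a candidate explanation. The 9 measured genes varied together within groups with a mean pairwise correlation of 0.943, where the highest of 1000 random lists matched on expression level reached 0.317, and the most abundant gene was Ttr. Slides held 9.73% of the variance of the list (permutation test, *p* = 0.949). Choroid plexus tissue in the dissection may therefore explain the high arrays of all 4 groups, and a biological difference in the choroid plexus of these mice stays open, as untested.

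Blood genes were highest on 1 cortex array of APP/PS1 MSX-3 mice, with a mean log2 level of 2.99 (others -0.34 to 0.89). Within groups, the blood list of a mouse correlated between cortex and hippocampus with r = 0.926 (permutation test, *p* = 1e-05, the smallest that the permutations give, rho = 0.905, 22 mice). With the 2 farthest mice left out, r was 0.874, with slide means removed 0.907, and with scan day means removed 0.956. The BH adjusted *p* over the 3 relations of this kind was 3e-05. This argues against blood left in 1 piece of tissue alone. Blood left in the vessels of the whole brain of a mouse and a difference in blood itself stay open.

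Other lists and genes had a single array apart from its group, for which no cause was tested. Resting microglia genes were lowest at 1.24 (others 1.32 to 1.34) and Grin2b at 0.90 (others 1.84 to 2.02) on 1 cortex array of WT H_2_O mice, and reactive astrocyte genes highest at -1.56 (others -1.83 to -1.77) on another. Neuronal genes were lowest at 5.13 (others 5.30 to 5.38) and App at 5.55 (others 5.87 to 6.00) on 1 cortex array of APP/PS1 H_2_O mice, and Cst7 at 1.47 (others 2.11 to 2.37) and Cd68 at 1.43 (others 1.89 to 2.12) on another. In the cortex of APP/PS1 MSX-3 mice, endothelial genes were lowest at -0.44 (others -0.04 to 0.18) on 1 array and immediate early genes highest at 2.61 (others 0.60 to 1.30) on another. Dlg4 (2.20, others 2.11 to 2.12), Gria1 (4.26, others 3.81 to 3.91) and Gria2 (4.21, others 3.81 to 3.91) were highest on 1 cortex array of WT MSX-3 mice.

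In the hippocampus, neuronal genes were highest at 5.16 (others 4.95 to 5.02) on 1 array of APP/PS1 MSX-3 mice and Prnp at 7.32 (others 7.15 to 7.21) on another. The array of this group with high choroid plexus genes had the lowest Ccl3 (-1.60, others -1.28 to -1.10) and Dlg4 (1.95, others 2.20 to 2.34). Itgax was highest at -1.80 (others -2.54 to -2.30) on 1 array of APP/PS1 H_2_O mice and Adora2a at -1.55 (others -3.51 to -2.91) on 1 array of WT H_2_O mice. On 1 array of WT MSX-3 mice, Prnp was lowest at 5.13 (others 5.43 to 5.59). A wrong genotype label was tested with Prnp, whose lowest APP/PS1 array lay above the highest WT array by at least 1.40 in both tissues, which argues against one. Among 46 arrays, 0 were nearer to the other tissue than to their own, which argues against a wrong tissue label.

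The genotype effect differed between the tissues of H_2_O mice in a direct test by limma, for 3 probes with all arrays and for 96 without the failed array. With all arrays, these were C4b (2.42) and both probes of Gfap (2.09 and 1.89). The largest of the called probes without the failed array were Itgax (2.39), Cst7 (2.27), C4b (2.25), Clec7a (2.21) and Ifi204 (2.11), and Gfap (2.00), Ccl4 (1.78), Tlr2 (1.18) and Cd68 (0.94) were called too, all larger in the cortex. Of the lists, the qPCR markers differed by 1.25, plaque-induced microglia by 0.77, reactive astrocytes by 0.60 and resting microglia by 0.32 without the failed array. In the exact permutation test of the mean level per array, 5 lists passed, these and the interferon list. The interferon list differed by 0.70 (exact permutation test, *p* = 0.00433, adjusted *p* = 0.0267). Leaving out the WT H_2_O mouse with the failed array gave 74 probes in the test with all arrays. Among 100 splits of the mice, 1 gave as many probes with all arrays (the real one) and 2 without the failed array, so that chance can be excluded at a limit of 5 in 100. The other one called 2150 probes and parts the scan days by 2 arrays, where the real split parts them by 6 arrays over both tissues. With the scan day as a block, 87 probes were called, and 70 with the slide as a block. A larger spread between hippocampus arrays was tested for the lower number of called probes there. The median residual SD was 0.228, against 0.232 in the cortex, which argues against it. A difference in pathology between the tissues, which the paper names, stays as a hypothesis that the arrays alone cannot test.

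APP/PS1 MSX-3 mice were not compared with WT MSX-3 mice in the paper. In the cortex, 30 probes were called with all arrays, all higher in APP/PS1 mice, and 536 without the failed array (487 higher and 49 lower). Leaving out the WT MSX-3 mouse with the failed array gave 534. In the hippocampus, 120 were called (119 higher and 1 lower). With all arrays, Cst7 (6.13), C4b (3.41), Ccl6 (3.32) and Gfap (2.90 and 2.84) had the largest log2 fold changes of the called probes in the cortex. When the failed array was left out, they were Cst7 (6.89), both probes of Ccl4 (6.04 and 5.67), Clec7a (5.99) and Ccl3 (5.85), and in the hippocampus Cst7 (4.92), Ccl3 (4.17), Clec7a (4.02), Itgax (3.69) and Lilrb4a (3.44). Between H_2_O and MSX-3 mice, 390 called probes were shared in the cortex without the failed arrays (7.95 by chance) and 75 in the hippocampus (0.453 by chance). Among 100 splits, 1 gave as many probes in the cortex with all arrays, 3 without the failed array and 2 in the hippocampus, so that chance can be excluded at the same limit. Of the other splits, the largest called 1033 probes in the cortex, where these splits do not part the scan days and the real one parts them by 2 arrays. In the hippocampus, the other split called 2056 probes and parts the scan days by 2 arrays, which the real one does not. With the scan day as a block, 124 were called in the hippocampus, and 45 with the slide as a block. In the cortex, no slide holds arrays of both groups. Genotype and slide can therefore not be told apart within this comparison of the cortex, for single probes or for lists. Circadian genes were lower in APP/PS1 than in WT mice under MSX-3 in the cortex without the failed array, with a mean of -0.31 (adjusted *p* = 0.00676 with camera, 0.00624 with fry, 0.0585 at an estimated correlation, exact permutation test *p* = 0.00216). In the hippocampus, the mean was -0.18 (exact permutation test, *p* = 0.0216, adjusted *p* = 0.123). The number of lists that passed camera was reached by 14 of 100 splits in the cortex, by 19 without the failed array and by 14 in the hippocampus, so that chance cannot be excluded for these numbers.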

How the results depend on the processing

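The tests chosen only after the results were seen are those without the failed arrays, with the scan day as a block, with all 4 groups and the slide as a block, and for the named genes with array weights, an intensity trend, the percentile over kept probes, other filters on dim probes and no minimum fold change.

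The comparisons of MSX-3 with H_2_O and the interaction kept 0 called probes under all alternatives, with 2 exceptions. Array weights called 3415 probes in the cortex of WT mice (2221 higher and 1194 lower), and 3068 without the failed arrays. Other splits of these arrays called up to 3224 probes without array weights when the failed arrays were left out. Leaving out 1 mouse gave 0 to 1 called probes in the hippocampus of APP/PS1 mice. The cause was not tested.

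For APP/PS1 against WT mice on H_2_O, the count in the cortex was 51 with all arrays. It was 33 with the percentile over kept probes, 26 without a filter on dim probes, 1263 with array weights, 21 with the slide as a block (3 higher and 18 lower), 22 with the scan day as a block, 32 with all 4 groups and the slide as a block, and 559 without the failed array. The count of 559 without the failed array became 342 with normexp and 1087 with array weights, and with the slide as a block it was 760, of which 167 were among the 559. In the hippocampus, 144 became 86 with normexp, 2 with the slide as a block and 68 with the scan day as a block. In both tissues few slides hold arrays of both groups, so that few differences within a slide are left. For the other changes the cause was not tested.

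For APP/PS1 against WT mice on MSX-3, the count in the cortex was 30. It was 64 with quantile normalization (6 of them among the 30), 18 without a filter on dim probes, 47 with an intensity trend, 783 with array weights, 16 with the scan day as a block, 61 when all 4 groups shared the spread, 10 with all 4 groups and the slide as a block, and 536 without the failed array. Of these 536, 281 were left in number with all 4 groups and the slide as a block, and 256 of them were the same probes. In the hippocampus, 120 became 59 with normexp and 45 with the slide as a block. The cause was not tested.

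For the difference between tissues, 3 probes became 7 with normexp, 119 with array weights and 96 without the failed array. From 96, quantile normalization gave 58 and no filter on dim probes 61. With the mouse as a block, the paired test called 43, of which 40 were among the 96, and 3 with all arrays. The mouse as a block was run for no other comparison of groups, since only this one holds both tissues. The correlation between tissues across probes, 0.453 with all arrays, was 0.198 with quantile normalization, 0.161 without a filter on dim probes and 0.237 with the scan day as a block. The 0.486 without the failed array fell to 0.104 with the scan day as a block. Across probes called in either tissue, 0.824 was 0.7103 with quantile normalization, and 0.842 without the failed array was 0.761 with the scan day as a block. The slope of 0.551 was 0.514 with normexp and 0.506 without the failed array, and the latter was 0.541 with quantile normalization. The cause was not tested.

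With each mouse left out in turn, the count for APP/PS1 against WT mice on H_2_O ran from 25 to 559 in the cortex, where 559 is the run without the mouse of the failed array. On MSX-3, it ran from 17 to 534, and for the difference between tissues from 3 to 74, in both cases with the highest value without the mouse of the failed array. The difference between tissues without the failed array ran from 46 to 101. The slope ran from 0.509 to 0.542. The ranges of the other counts were 483 to 617 for the cortex on H_2_O and 458 to 667 on MSX-3 without the failed arrays, and 122 to 157 and 93 to 120 for the hippocampus.

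Of 154 tests of gene lists, 54 passed with camera, 21 with fry and 22 with camera at an estimated correlation. It was 51, 25 and 23 without the failed arrays. Leaving out each mouse gave 50 to 60, and 43 to 57 without the failed arrays. Direction reversed for 2 lists, in comparisons where they did not pass all 3 tests. Neuronal genes in the cortex of APP/PS1 mice, MSX-3 against H_2_O, changed by -0.38 with all 4 groups and the slide as a block (adjusted *p* = 0.0109, range over the alternatives 0.0109 to 0.713). That fit holds both failed arrays, and without them no alternative gave such a reversal. The mean level per array of these genes differed by 0.09 in the other direction (exact permutation test, *p* = 0.102). For APP/PS1 against WT mice on H_2_O, neuronal genes changed by a mean of -0.0594 in the cortex without the failed array. With each mouse left out in turn, this change ran from -0.0594, again without the mouse of the failed array, to 0.95. For the difference between tissues, it was -0.16 without the failed array, and -0.15 to 0.86 with each mouse left out. Without the WT MSX-3 mouse with the failed array, neuronal genes changed by 0.80 between MSX-3 and H_2_O in the cortex of WT mice and by -0.70 in the interaction, and interferon genes by -0.19 in WT mice. Over all mice left out in turn, these 3 changes ran from -0.85 to 0.80, from -0.70 to 0.94 and from -0.19 to 0.60. In the runs without this mouse the failed WT H_2_O array stays in the fit. Otherwise, of the list results under other alternatives, 1247 kept their direction and their side of the threshold, 34 passed newly and 102 passed no longer. For the named genes, 3325 kept both, 75 passed newly and 31 no longer, and without the failed arrays 1425 kept both, 4 passed newly and 6 no longer.

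The alternative with the values of the series matrix is the same input as the intensities of the scanner files and tests nothing. Probes near background limit the fold changes of genes that WT mice hardly express. Without a filter on dim probes, more probes were tested, and the counts in the cortex with all arrays were lower.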

Differences from the paper's values

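The tests chosen only after the results were seen are those without the failed arrays, with the scan day as a block, and for single genes with array weights, an intensity trend, other filters on dim probes, the percentile over kept probes and no minimum fold change, which were set in advance for the counts of called probes.

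For the cortex of APP/PS1 H_2_O against WT H_2_O mice, the paper gives 519 changed probes, and 51 were found with all arrays. Of the alternatives set before the data were examined, leaving out the WT H_2_O mouse with the failed array gave 559, within 1.5-fold of the paper's value, and the others did not come within it. Leaving out the failed array itself, chosen after seeing the values, also gave 559.

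The paper's fold change of Clec7a is 62.1, and 26.1 was found with all arrays. Leaving out the mouse with the failed array was the one alternative set in advance for this value that came within 1.5-fold of it, and so did array weights (46.5) and leaving out the failed array (45.3), both chosen after seeing the values. For Itgax, the paper gives 56.0 and 28.5 was found. For Ccl3, the paper gives 42.7, and 23.97 was found. For Ccl4 the paper gives 28.4, and 14.05 was found. For Cxcl10, the paper gives 26.7 and 14.9 was found. For these 4 genes, quantile normalization and leaving out the mouse with the failed array came within 1.5-fold of it and the other alternatives set in advance for these values did not. With array weights, chosen here after seeing the values, the fold changes were 57.6, 57.8, 28.9 and 33.4, and without the failed array, also chosen after seeing the values, 53.7, 42.3, 24.6 and 28.4.

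For Cst7, the paper gives 109 and 70.8 was found. Quantile normalization and leaving out each of 2 mice came within 1.5-fold of it and the other alternatives set in advance for this value did not. Array weights (134), the scan day as a block and leaving out the failed array (114), all chosen after seeing the values, came within it too. For Ccl5, the paper gives 2.97 and 1.83 was found, and for Prnp the paper gives 4.23 and 8.10 was found. For both, leaving out the mouse with the failed array was the one alternative set in advance for these values within 1.5-fold of it. Array weights (2.70 and 4.09), the scan day as a block and leaving out the failed array (2.75 and 4.07), all chosen after seeing the values, came within it too.

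Itgax, Ccl3, Ccl4, Cxcl10, Tlr2, Ccl5 and Prnp are called in the cortex by the paper, and none of them was called with all arrays. All were called when the mouse with the failed array was left out, and with array weights or without the failed array, both chosen after seeing the values. Quantile normalization called Itgax, Ccl3, Ccl4, Cxcl10 and Tlr2, and Itgax and Ccl3 were called when all 4 groups shared the spread. An intensity trend, chosen for single genes after seeing the values, called Itgax. The paper finds no significant effect of MSX-3 on the transcriptome of WT mice. With array weights, 3415 probes were called in the cortex of WT mice, and 3068 without the failed arrays, a setting chosen after seeing the values. Without array weights and the failed arrays, other splits of these arrays called up to 3224 probes, so that these counts alone do not point to MSX-3.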

Other observations

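The tests chosen only after the results were seen are the counts of other splits for gene lists, for correlations and without the failed arrays, and the tests of scan day, of the leading axis and of the mouse. The tests of microglia share and of the striatum were written down before.

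For APP/PS1 against WT mice on H_2_O, other splits of the same arrays were counted, 100 per comparison with the real one included, and chance is taken as excluded where fewer than 5 of 100 give a result as large. In the cortex, 1 split gave as many called probes with all arrays, and in the hippocampus 1, so that chance can be excluded. Leaving out the failed array, 3 gave as many, so that chance can be excluded there too. The other two part the scan days by 2 arrays, as the real split does, and the largest called 2408 probes. With the scan day as a block 514 probes were called and 475 with all 4 groups and the slide as a block. For MSX-3 against H_2_O and for the interaction, the real count was 0, which any split reaches (100 of 100 in each tissue, with all arrays and without the failed arrays), so that the splits test nothing there. Other splits of the WT cortex arrays called up to 3224 probes without the failed arrays. The correlation of the genotype effects of both tissues was reached by 2 of 100 splits of the mice with all arrays, so that chance can be excluded, and by 5 of 100 without the failed array, so that it cannot.

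The number of gene lists past camera, adjusted within the comparison, was reached by many other splits, and chance cannot be excluded for it in any comparison. For APP/PS1 against WT mice on H_2_O, it was 7 of 100 splits in the cortex, 36 without the failed array, and 23 in the hippocampus. For MSX-3 against H_2_O, it was 50 in the cortex of WT mice, 86 without the failed arrays, 81 in the cortex of APP/PS1 mice, and 11 and 26 in the hippocampus of WT and APP/PS1 mice. For the interaction, it was 82 in the cortex, 87 without the failed arrays and 53 in the hippocampus. For the difference between tissues, it was 5 and, without the failed array, 17.

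The leading axis of the differences between arrays of 1 group held 29.7% of the variance in the cortex and 36.3% in the hippocampus. Slides held 90.2% of this axis in the cortex and 93.1% in the hippocampus (permutation test, *p* = 1e-05, the smallest that the permutations give), and scan days 6.53% and 6.44% (*p* = 0.237 and 0.225, permutation test). Differences between slides in hybridization or washing are a candidate explanation. A property of the mouse shared by both tissues was tested with the scores of 22 mice, which correlated between tissues with r = -0.193 (permutation test, *p* = 0.388, rho = -0.164, *p* = 0.464). The 95% interval ran from -0.568 to 0.249, r was -0.178 with the 2 farthest mice left out -0.279 with slide means removed and -0.190 with scan day means removed, and the adjusted *p* over 3 relations was 0.388. This argues against such a property.

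Scan day was tested as an explanation of the probes called between APP/PS1 and WT mice on H_2_O, since more WT arrays were scanned on the second day. The difference between days within the MSX-3 groups, which took no part in these calls, was compared with the size it would need. In the cortex only 5 arrays of 1 group bear on this, so that the exact test has 10 splits and little power. For probes called lower in the cortex without the failed array, it was 0.0702 where 1.87 was needed (exact permutation test, *p* = 0.7). For those called higher it was 0.00912 where -2.53 was needed (exact permutation test, *p* = 0.8). For probes called higher in the hippocampus it was 0.0359 where -1.36 was needed (exact permutation test, *p* = 0.649). These differences lie far below the needed size or have the other sign, which argues against the scan day, and the large *p*-values alone would not. For the 15 probes called lower in the hippocampus, it was 0.623 where 1.37 was needed (exact permutation test, *p* = 0.0133). Of these probes, 33.3% had the same sign in MSX-3 mice. With the scan day as a block, their median log2 fold change was -0.87, against -0.91 without it, and 1 was called, but this rests on the arrays from which the probes were chosen and on the 2 WT H_2_O arrays scanned on the first day, as all 6 APP/PS1 H_2_O arrays were. Genotype and scan day cannot be told apart for these 15 probes, since the difference between days in MSX-3 mice has the sign that scan day needs but not the size.

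Genes of plaque-induced microglia rose more than genes of resting microglia in APP/PS1 H_2_O mice, by 1.22 in the cortex without the failed array and by 0.761 in the hippocampus (exact permutation test, *p* = 0.00216 in both). This argues against a higher share of microglia alone. A change in the state of microglia is a hypothesis that may account for the difference.

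Adora2a varied between cortex arrays of 1 group together with the striatum list, with r = 0.760 over 22 arrays (permutation test, *p* = 7e-05, rho = 0.621, *p* = 0.00241). With the 2 farthest arrays left out, r was 0.503, with slide means removed 0.808, with scan day means removed 0.7496, and the adjusted *p* over 3 relations was 0.000105. The mean pairwise correlation within the list was 0.201, where the highest of 1000 random lists matched on expression level reached 0.246. Striatal tissue in the cortex dissection may contribute to the level of Adora2a. All 12 genes of this list were kept in the cortex, so that expression in cortical cells stays open as another source. The striatum list did not differ between the groups, with a mean of -0.03 for APP/PS1 against WT mice on H_2_O in the cortex without the failed array (adjusted *p* = 0.846). Astrocyte genes in general changed by 0.07 in the same comparison (adjusted *p* = 0.34), and by 0.62 with all arrays (adjusted *p* = 0.0147).

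App changed by -0.04 between APP/PS1 and WT mice on H_2_O in the cortex without the failed array (adjusted *p* = 0.894) and by 0.16 in the hippocampus (adjusted *p* = 0.572). Another probe of Prnp changed by -0.04 in the cortex and -0.10 in the hippocampus, where the representative probe was 4.07-fold and 3.28-fold higher. Supplementary Tables S2 and S4 of the paper, for the cortex and the hippocampus, list the same 491 functions with the same numbers of molecules, *p*-values and molecules.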
